# The pioneer transcription factors Foxa1 and Foxa2 regulate alternative RNA splicing during thymocyte positive selection

**DOI:** 10.1242/dev.199754

**Published:** 2021-07-29

**Authors:** Ching-In Lau, Jasmine Rowell, Diana C. Yanez, Anisha Solanki, Susan Ross, Masahiro Ono, Tessa Crompton

**Keywords:** Foxa1, Foxa2, T-cell development, RNA splicing, Positive selection, Thymus, Mouse

## Abstract

During positive selection at the transition from CD4^+^CD8^+^ double-positive (DP) to single-positive (SP) thymocyte, TCR signalling results in appropriate MHC restriction and signals for survival and progression. We show that the pioneer transcription factors Foxa1 and Foxa2 are required to regulate RNA splicing during positive selection of mouse T cells and that Foxa1 and Foxa2 have overlapping/compensatory roles. Conditional deletion of both Foxa1 and Foxa2 from DP thymocytes reduced positive selection and development of CD4SP, CD8SP and peripheral naïve CD4^+^ T cells. Foxa1 and Foxa2 regulated the expression of many genes encoding splicing factors and regulators, including *Mbnl1*, *H1f0*, *Sf3b1*, *Hnrnpa1*, *Rnpc3*, *Prpf4b*, *Prpf40b* and *Snrpd3*. Within the positively selecting CD69^+^DP cells, alternative RNA splicing was dysregulated in the double Foxa1/Foxa2 conditional knockout, leading to >850 differentially used exons. Many genes important for this stage of T-cell development (*Ikzf1-3*, *Ptprc*, *Stat5a*, *Stat5b*, *Cd28*, *Tcf7*) and splicing factors (*Hnrnpab*, *Hnrnpa2b1*, *Hnrnpu*, *Hnrnpul1*, *Prpf8*) showed multiple differentially used exons. Thus, Foxa1 and Foxa2 are required during positive selection to regulate alternative splicing of genes essential for T-cell development, and, by also regulating splicing of splicing factors, they exert widespread control of alternative splicing.

## Abstract (precis)

**Summary:** The pioneer transcription factors Foxa1 and Foxa2 are required for positive selection during T-cell development in the thymus for regulation of RNA splicing.

## INTRODUCTION

The production of αβ T cells in the thymus involves multiple stages of development during which haematopoietic precursors give rise to mature T cells that can differentiate into functional effector T cells. During this process, progenitors cells that do not express the co-receptor molecules CD4 and CD8 [CD4^−^CD8^−^ double-negative (DN) cells] differentiate to become CD4^+^CD8^+^ double-positive (DP) cells, which give rise to both CD4 single-positive (SP) and CD8SP populations. Maturation from DP to SP follows successful rearrangement of the *Tcra* locus, and requires TCR signalling: positive selection results in appropriate MHC restriction of SP cells, and is followed by negative selection of potentially self-reactive clones and selection of regulatory T cells (Tregs) (Huynh et al., 2014; Littman, 2016; Starr et al., 2003). The strength and duration of the TCR signal that a developing cell receives broadly determine its fate, with the strongest signals leading to negative selection or CD4 Treg differentiation, usually at the SP stage in the medulla, intermediate signals leading to positive selection usually in the cortex, and weaker signals or lack of TCR signalling leading to death by neglect (Singer et al., 2008). For DP thymocytes undergoing positive selection, TCR signal strength and duration also influence CD4 and CD8 lineage choice. Those cells receiving stronger and longer TCR signals tend towards the CD4SP fate, whereas weaker/more transient signals favour the CD8SP fate, and fate decisions are also influenced by the relative timing of cytokine and TCR signalling that a developing cell receives (Littman, 2016; Klein et al., 2014; Bosselut, 2004). Many models have been proposed to describe this process and to explain how positive selection ensures that CD4SP and CD8SP populations express TCR appropriately restricted by MHCII and MHCI, respectively (Littman, 2016; Starr et al., 2003; Carpenter and Bosselut, 2010). Currently, the consensus favours the kinetic signalling model (Littman, 2016; Singer et al., 2008; Egawa, 2015), in which CD8 is downregulated first during positive selection, leading to a CD4^+^CD8^lo^ intermediate, with continued CD4 co-receptor expression allowing for prolonged stronger MHCII-TCR signalling, leading to differentiation to CD4SP, whereas cytokine signalling through the common gamma chain activates Stat5a and Stat5b and rescues cells that have received an interrupted MHCI-TCR signal to induce differentiation to CD8SP (Park et al., 2010; Brugnera et al., 2000). The CD4/CD8 lineage decision is also influenced by factors from the stroma, such as Notch and Hedgehog (Hh) signalling (Laky and Fowlkes, 2008; Solanki et al., 2018; Furmanski et al., 2012; Rowbotham et al., 2007).

Many transcription factors contribute to regulation of the CD4/CD8 lineage decision (Littman, 2016; Carpenter and Bosselut, 2010; Taniuchi, 2016; Naito et al., 2011). Additionally, epigenetic processes, such as DNA methylation and histone modification, may be involved in ‘locking-in’ the pattern of gene expression to generate stable CD4SP and CD8SP lineages (Issuree et al., 2017), and potentially also in preparing for initiation of a particular programme of differentiation.

Here, we investigate the role of the transcription factors Foxa1 and Foxa2 in T-cell development. The Foxa proteins are a highly conserved subfamily of forkhead box transcription factors, which contain unique wing-helix DNA-binding domains (Jackson et al., 2010). The Foxa proteins can function as pioneer transcription factors, which by binding silent (condensed) chromatin early in a developmental programme prior to target gene activation, can act either to open up local chromatin, imparting competence to other transcriptional activators to initiate a developmental lineage or to directly facilitate other factors binding to nucleosomal DNA (Iwafuchi-Doi et al., 2016; Zaret, 2020). Foxa2 has recently also been shown to demethylate tissue-specific regions of DNA, to generate stable lineage-specific DNA methylation patterns that enhance gene expression (Reizel et al., 2021).

Foxa1 and Foxa2 proteins are closely related to each other and are widely co-expressed during embryogenesis and in several tissues postnatally, including lung, liver, intestines, pancreas and thymus (Solanki et al., 2018; Kaestner, 2010; Besnard et al., 2004; Kaestner et al., 1994; Lau et al., 2018; Rowbotham et al., 2009). Genetic ablation of Foxa1 or Foxa2 in mice showed that they are both required for normal development during embryogenesis. Foxa2-deficient embryos display severe defects in notochord, floorplate and endoderm and die at embryonic day (E) 10-11, whereas Foxa1-null mice exhibit defects in the regulation of glucose homeostasis and die postnatally (Weinstein et al., 1994; Shih et al., 1999). Foxa1 and Foxa2 play overlapping and compensatory roles in the regulation of development of lung, liver and pancreas (Kaestner, 2010; Gao et al., 2008; Reizel et al., 2020; Lee et al., 2005; Wan et al., 2005).

Foxa2 is a well-recognized target gene of the Shh signalling pathway in the floorplate, and is required for the maintenance of Shh expression, but can also negatively regulate expression of components of the Shh signalling pathway (Sasaki et al., 1997; Metzakopian et al., 2012; Jeong and Epstein, 2003). Expression of Foxa1 is also correlated with Hh signalling activities, and Foxa1-deficient mice exhibited elevated Shh and Gli2 expression in prostate, suggesting that Foxa1 can negatively regulate Shh signalling (Gao et al., 2005).

Little is known about the function of Foxa1 and Foxa2 in the immune system. In mouse models of autoimmune inflammation, ectopic Foxa1 expression has been shown to drive the differentiation and suppressive function of a novel subset of Tregs (Liu et al., 2014). We recently found that expression of Foxa1 and Foxa2 in thymic epithelial cells (TECs) is required to maintain normal T-cell development and homeostasis of thymic and spleen Treg populations. Conditional deletion of Foxa1 and Foxa2 from TECs increased the proportion of medullary TECs, but reduced cell-surface MHCII expression on TECs, leading to a smaller thymus with a reduction in conventional CD4 T-cell differentiation but an increase in the CD4 Treg population (Lau et al., 2018). In the thymus, Foxa1 and Foxa2 are also expressed in developing T cells, and Foxa2 is a transcriptional target of Shh signalling after pre-TCR signal transduction (Solanki et al., 2018; Rowbotham et al., 2009).

Here, we investigate the function of Foxa1 and Foxa2 in developing αβT cells. We show that Foxa1 and Foxa2 are required at the transition from DP to SP T cell by regulation of RNA splicing. Conditional deletion of both Foxa1 and Foxa2 led to a reduction in positive selection, differentiation and maturation of the SP populations, and a reduction in the peripheral CD4 T-cell pool.

## RESULTS

### CD4SP and CD8SP development are impaired in the *Foxa1/2* conditional knockout thymus

We examined *Foxa1* and *Foxa2* expression by qRT-PCR in FACS-sorted developing thymocytes from the DN3 stage onwards (Fig. 1A). *Foxa1* and *Foxa2* were detected at all stages, and showed reciprocal patterns of expression, with *Foxa1* expression upregulated in DN4, followed by a decline in DP cells. In contrast, *Foxa2* was highly expressed at DN3 and DP stages, and expressed at lower levels in DN4 cells. Both *Foxa1* and *Foxa2* showed higher expression in CD4SP than in CD8SP cells.

**Fig. 1.**
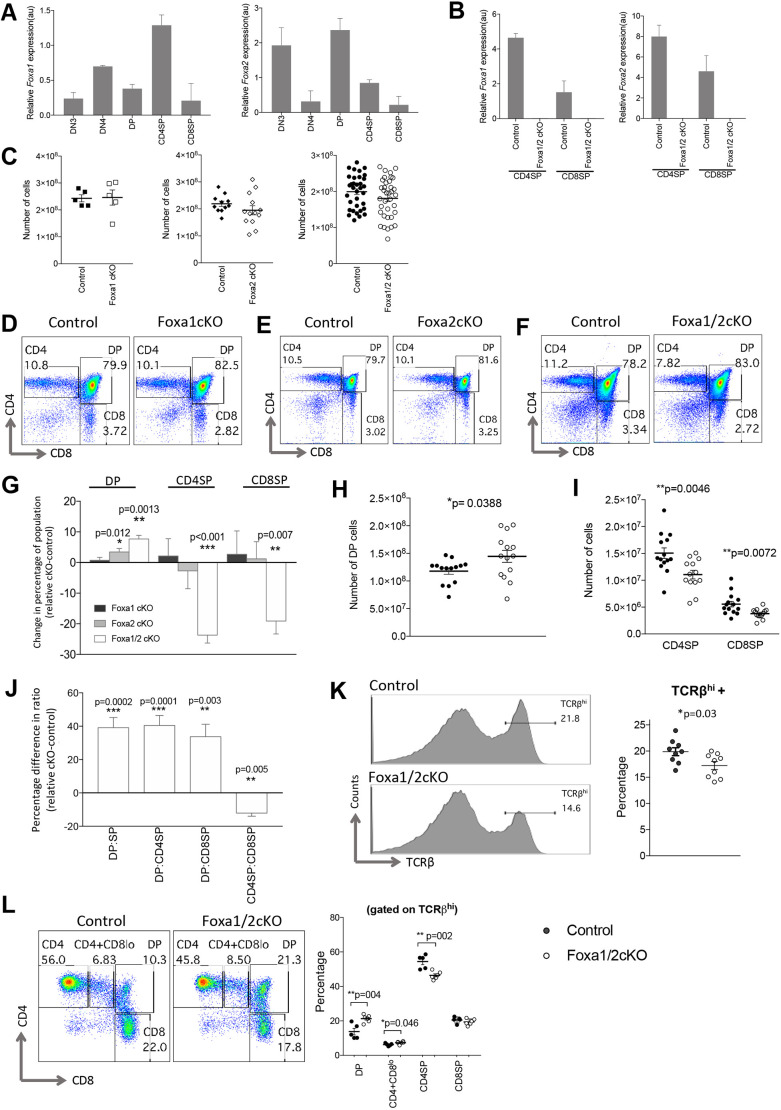
**Foxa1 and Foxa2 are expressed in thymocytes and required in T-cell development.** (A) *Foxa1* and *Foxa2* expression (relative to *Gapdh*) were measured by qRT-PCR in FACS-sorted thymocyte populations from wild-type (C57BL/6) adult mice: DN3 (CD4^−^CD8^−^CD25^+^CD44^−^); DN4 (CD4^−^CD8^−^CD25^−^CD44^−^); DP (CD4^+^CD8^+^); CD4SP (CD4^+^CD8^−^CD3^+^); CD8SP (CD4^−^CD8^+^CD3^+^). Bar charts show relative expression of *Foxa1* (left) and *Foxa2* (right) in these FACS-sorted populations. (B) Bar charts show relative expression of *Foxa1* (left) and *Foxa2* (right) (relative to *Gapdh*) measured by qRT-PCR in FACS-sorted CD4SP (CD4^+^CD8^−^CD3^+^) and CD8SP (CD4^−^CD8^+^CD3^+^) cells from Foxa1/2cKO and control thymus. (C) Scatter plots show the number of thymocytes recovered from the thymus of Foxa1cKO, Foxa2cKO and Foxa1/2cKO mice compared with control littermates. (D-F) Flow cytometry profiles show anti-CD4 and anti-CD8 staining, giving the percentage of cells in the region shown for Foxa1cKO (D), Foxa2cKO (E) and Foxa1/2cKO (F) thymus compared with control littermate thymus. (G) Bar chart shows the change in the percentage of the thymocyte population in cKO relative to control littermates (mean percentage of each population in control littermates subtracted from relative percentage of same population in conditional knockout) in Foxa1cKO, Foxa2cKO and Foxa1/2cKO thymus. For control versus Foxa1cKO: control *n*=5, Foxa1cKO *n*=5; for control versus Foxa2cKO: control *n*=9, Foxa1cKO *n*=9; for control versus Foxa1/2cKO: control *n*=15, Foxa1/2cKO *n*=16. (H,I) Scatter plots show the number of cells in DP (H) and CD4SP and CD8SP (I) populations in Foxa1/2cKO mice compared with control. (J) Bar chart shows the change in thymocyte subset ratio in Foxa1/2cKO relative to control littermates, calculated by the mean ratio of control littermates subtracted from the relative ratio from Foxa1/2cKO; control *n*=15, Foxa1/2cKO *n*=16. (K) Histograms show staining of anti-TCRβ on thymocytes, giving the percentage of TCRβ^hi^ cells in the marker shown (TCRβ^hi^). Scatter plot shows the percentage of TCRβ^hi^ cells in control and Foxa1/2cKO littermates. Horizontal bars indicate mean. (L) Flow cytometry profiles show anti-CD4 and anti-CD8 staining of thymus, gated on the TCRβ^hi^ population, giving the percentage of cells in the regions shown. Scatter plot shows the percentage of DP, CD4^+^CD8^lo^, CD4SP and CD8SP, gated on TCRβ^hi^ in Foxa1/2cKO and control thymus. In scatter plots, each symbol represents an individual mouse, either control (black circles) or Foxa1/2cKO (white circles). Bar charts and scatter plots show mean and s.e.m., giving significance by Student's *t*-test: *P<0.05; **P<0.01; ***P<0.001. au, arbitrary units.

To establish whether Foxa1 and Foxa2 play a T-cell intrinsic role in thymocyte development, we conditionally deleted *Foxa1* and/or *Foxa2* from T cells from the DP stage of development onwards, by crossing mice carrying a single or double loxP-flanked *Foxa1* and/or *Foxa2* allele to mice in which Cre is driven by the *Cd4* promotor. Foxa1^fl/fl^CD4cre^+^ and Foxa2^fl/fl^CD4cre^+^ mutant mice are referred to as Foxa1cKO and Foxa2cKO, respectively. Foxa1^fl/fl^Foxa2^fl/fl^CD4cre^+^ double mutant mice are referred to as Foxa1/2cKO. *Foxa1* and *Foxa2* were effectively deleted in Foxa1/2cKO CD4SP and CD8SP thymocytes, as expression of *Foxa1* and *Foxa2* were below detection by qRT-PCR, but detected in the control (Foxa1^fl/fl^Foxa2^fl/fl^CD4cre^−^) CD4SP and CD8SP populations (Fig. 1B).

We compared thymocyte populations in Foxa1cKO, Foxa2cKO and Foxa1/2cKO thymus with their control littermates. The number of thymocytes were not significantly different between the conditional Foxa1 and/or Foxa2 mutants and their controls (Fig. 1C). The Foxa1cKO thymus contained normal proportions of DP and SP populations (Fig. 1D), but there was an increase in the proportion of DP cells in the Foxa2cKO compared with control (Fig. 1E,G). In the Foxa1/2cKO thymus, the proportion and number of the DP population were increased and the proportion and number of CD4SP and CD8SP populations were reduced (Fig. 1F-I). The fact that, although the phenotype of the double Foxa1/2cKO thymus was more pronounced than that of the Foxa2cKO, the Foxa1cKO thymus appeared grossly normal, suggests that Foxa1 can compensate for Foxa2 at this developmental transition, and we therefore decided to use the double Foxa1/2cKO mice to investigate the impairment of differentiation from DP to SP cell.

The ratios of DP:SP, DP:CD4SP and DP:CD8SP were all increased in Foxa1/2cKO compared with control, whereas the ratio of CD4SP:CD8SP was decreased (Fig. 1J). Thus, deficiency of both Foxa1 and Foxa2 in thymocytes led to less efficient development of SP populations and bias towards the generation of CD8 lineage cells over CD4SP. During differentiation from DP to SP stage, cell surface TCR expression is upregulated. The proportion of TCRβ^hi^ thymocytes was decreased in the absence of Foxa1 and Foxa2 (Fig. 1K). When we gated on TCRβ^hi^ cells, and compared subset distribution, we found an increase in the proportion of DP and CD4^+^CD8^lo^ intermediate cells, and a decrease in the proportion of CD4SP population, indicating that fewer cells were completing positive selection and a partial arrest at the transition from DP and CD4^+^CD8^lo^ to CD4SP (Fig. 1L).

### Foxa1/2 deficiency influences maturation of SP cells and peripheral T-cell populations

We then investigated the maturation status of SP cells in the Foxa1/2cKO thymus by expression of heat-stable antigen (HSA; CD24), CD69, Qa2 and CD62L. After positive selection, SP thymocytes retain high expression of HSA and CD69, and as they mature HSA and CD69 are downregulated, Qa2 is upregulated, and expression of CD62L indicates that thymocytes are mature and ready to egress from the thymus. The proportion of HSA^+^CD69^+^ cells in both CD4SP and CD8SP populations was significantly decreased in Foxa1/2cKO compared with control thymus (Fig. 2A). Furthermore, there was a significant decrease in the percentage of Qa2^+^ and CD69^−^CD62L^+^ cells in the CD4SP compartment in Foxa1/2cKO compared with control (Fig. 2B,C), whereas we did not detect significant differences in Qa2 and CD62L expression in the CD8SP population (Fig. S2). Thus, in the absence of Foxa1 and Foxa2, not only were there fewer CD4SP and CD8SP cells, but their maturation was also affected, such that fewer mature CD62L^+^CD4SP were produced to egress from the thymus. In contrast, we found no significant difference in the proportion of CD4^+^CD25^+^Foxp3^+^ Tregs, NKT cells or NK cells in the Foxa1/2cKO thymus compared with control (Fig. 2D,E).

**Fig. 2.**
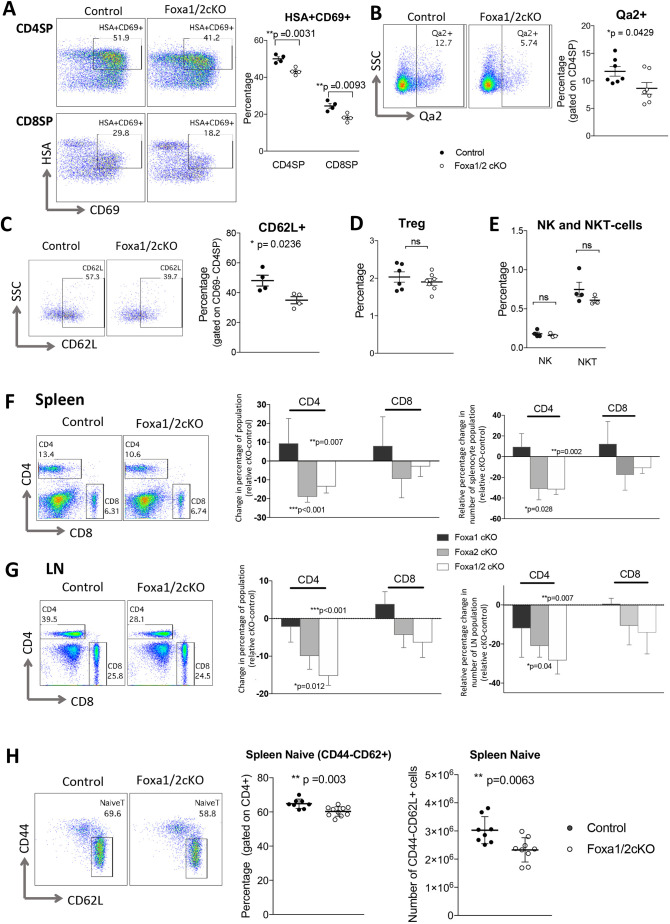
**Maturation of SP and peripheral T cells in Foxa1/2cKO mice.** (A) Flow cytometry profiles show anti-HSA and anti-CD69 staining on CD4SP and CD8SP cells, giving the percentage of cells in the region shown. Scatter plot shows the percentage of HSA^+^CD69^+^ cells in the CD4SP and CD8SP populations for control and Foxa1/2cKO. (B) Flow cytometry profiles show anti-Qa2 staining, gated on CD4SP, giving the percentage of cells in the region shown. Scatter plot shows percentage of Qa2^+^ cells in the CD4SP population. (C) Flow cytometry profiles show anti-CD62L staining, gated on the CD69^−^CD4SP population. Scatter plot shows the percentage of CD62L^+^ cells in the CD69^−^CD4SP population. (D) Percentage of Tregs (CD8^−^CD4^+^CD25^+^icFoxp3^+^) in the control and Foxa1/2cKO thymus. (E) Percentage of NK (CD3^−^NK1.1^+^) and NKT cells (CD3^+^NK1.1^+^) in the control and Foxa1/2cKO thymus. (F,G) Flow cytometry profiles show anti-CD4 and anti-CD8 staining of spleen (F) and lymph node (LN) (G) in Foxa1/2cKO and control mice. Bar charts illustrate the percentage change in T-cell composition and actual cell numbers in conditional knockout mice relative to control littermates in spleen (F) and LN (G). Differences in percentage were calculated by subtracting the mean percentage or population number in control littermates from the relative percentage or population number in cKO. (H) Flow cytometry profiles show anti-CD44 and anti-CD62L staining, gated on CD4^+^ T cells in Foxa1/2cKO and control spleen, giving the percentage of cells in the region shown. Scatter plots show the percentage of CD44^−^CD62L^+^ cells (gated on CD4^+^) and number of CD44^−^CD62L^+^ CD4^+^ T cells (naïve T cells) in Foxa1/2cKO and control spleen. In scatter plots, each symbol represents an individual mouse, either control (black circles) or Foxa1/2cKO (white circles). Scatter plots and bar charts show mean and s.e.m., giving significance by Student's *t*-test: *P<0.05; **P<0.01; ***P<0.001. ns, not significant.

In the spleen and lymph nodes, changes in the CD4^+^ T-cell populations mirrored the thymus in the Foxa1/2cKO compared with control, with reductions in the proportion and number of conventional CD4^+^ T cells overall and of naïve CD44^−^CD62L^+^CD4^+^ T cells in spleen (Fig. 2F-H). In contrast, we did not detect significant differences in the number of peripheral CD8^+^ T cells in the Foxa1/2cKO compared with control, suggesting that, despite the reduction in CD8SP cells in the thymus, the peripheral CD8^+^ T-cell compartment is subject to homeostatic control and can expand to reach its normal size (Fig. 2F,G).

### Foxa1/2 deficiency reduces TCR signalling

TCR signal strength is one factor that determines positive selection in the thymus, and tonic TCR signalling is again required for maintenance and homeostasis of peripheral T-cell populations after egress from the thymus. Therefore, as a proxy to measure TCR signal strength in thymocyte subsets, we compared the expression of proteins for which expression levels are directly determined by TCR signalling between Foxa1/2cKO and control. Expression of intracellular Nr4a1 is induced as an early consequence of TCR signal transduction and high expression requires relatively strong TCR signalling (Moran et al., 2011; Bending et al., 2018). The proportion of intracellular Nr4a1^hi^ cells was significantly reduced in Foxa1/2cKO DP, CD4SP and CD8SP populations compared with control, suggesting that in the absence of Foxa1 and Foxa2 fewer cells had reached the threshold of TCR signal strength required to induce high levels of Nr4a1 (Fig. 3A). Levels of cell-surface CD5 expression correlate with the strength of TCR signal transduction that a developing T cell has received (Azzam et al., 2001). As expected, mean fluorescence intensity (MFI) of anti-CD5 staining was lower in CD8SP and DP cells than in CD4SP cells (Fig. 3B). MFI of CD5 was lower in Foxa1/2cKO DP, CD4SP and CD8SP populations than in their control counterparts, consistent with reduced TCR signal strength in the absence of Foxa1 and Foxa2.

**Fig. 3.**
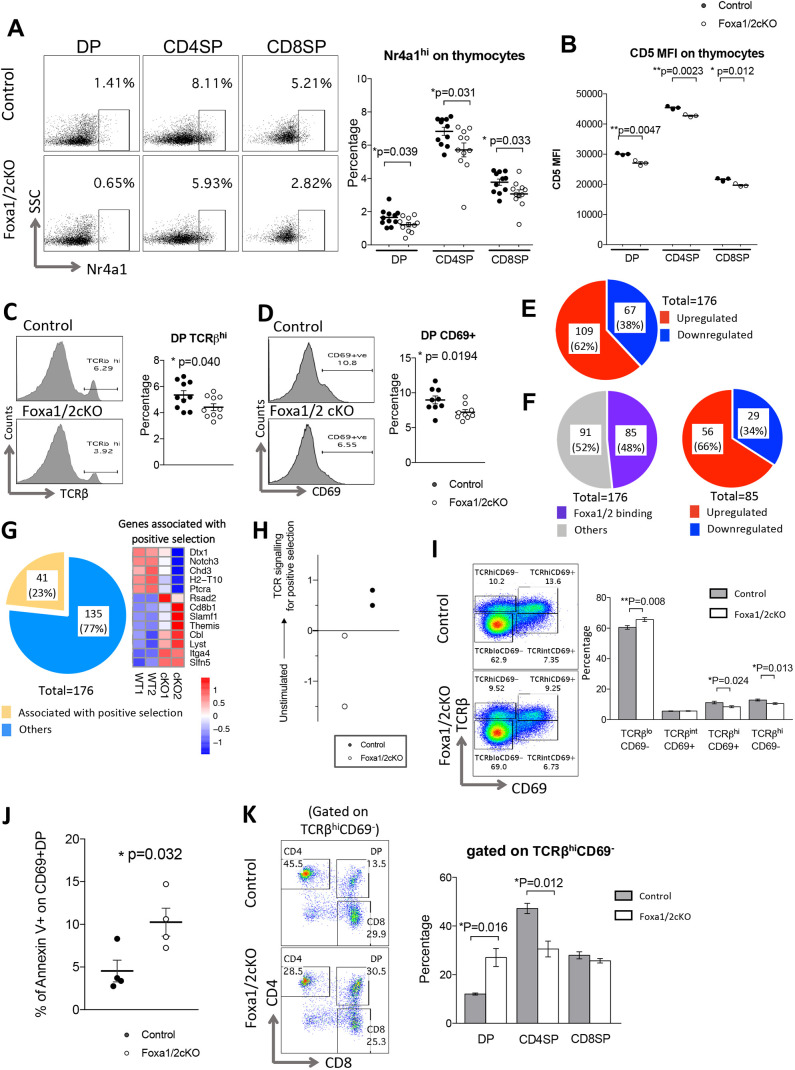
**Foxa1/2 regulates TCR signal and promotes positive T-cell selection.** (A) Flow cytometry profiles show intracellular anti-Nr4a1 staining, gated on DP, CD4SP and CD8SP in control and Foxa1/2cKO thymus. Scatter plot shows percentage of Nr4a1^hi^ in DP, CD4SP and CD8SP populations. (B) Scatter plot shows MFI of anti-CD5 staining on DP, CD4SP and CD8SP populations. (C,D) Histograms show staining of anti-TCRβ (C) and anti-CD69 (D) on the DP population in control and Foxa1/2cKO thymus. Scatter plots show percentage of TCRβ^hi^ (C) and CD69^+^ (D) on DP populations. (E) Pie chart represents the proportion of DEGs that were upregulated (red) or downregulated (blue) in Foxa1/2cKO datasets compared with control. (F) Left: Pie chart illustrates number of DEGs that were identified as binding Foxa1/2 in genome-wide ChipSeq analysis of Foxa1/2 binding sites in neuronal progenitors (Metzakopian et al., 2012, 2015) (purple) and DEGs that were not (grey). Right: Pie chart represents the 85 DEGs that were found to be Foxa1/2-binding, as defined in F, that were upregulated (red) or downregulated (blue) in our Foxa1/2cKO datasets. (G) Pie chart represents the number of DEGs that are associated with positive selection (Kasler et al., 2011) (yellow) and that are not associated with positive selection (blue). Pearson correlation clustering heatmap shows expression of selected positive selection-associated DEGs in control and Foxa1/2cKO, where red represents higher expression and blue lower expression on a linear correlation scale. A value of 1 indicates a positive association, a value of −1 indicates a negative association, and a value of 0 indicates no association. (H) Scatter plot shows canonical correspondence analysis on a scale of unstimulated to TCR-signalling-for positive-selection (Lo et al., 2012). (I) Flow cytometry profiles show anti-TCRβ and anti-CD69 staining, giving the percentage in regions shown for TCRβ^lo^CD69^−^ (pre-selection), TCRβ^int^CD69^+^ (selecting), TCRβ^hi^CD69^+^ (post initiation of positive selection) and TCRβ^hi^CD69^−^ (mature). Histogram shows the mean percentage of cells in these four subsets, defined by staining against TCRβ and CD69. (J) Scatter plot shows the percentage of annexin V^+^ cells in the CD69^+^DP population. (K) Flow cytometry profiles show anti-CD4 and anti-CD8 staining gated on the TCRβ^hi^CD69^−^ population. Histogram shows the mean percentage of each thymocyte subpopulation, gated on TCRβ^hi^CD69^−^. In scatter plots, each symbol represents an individual mouse, either control (black circles) or Foxa1/2cKO (white circles). Scatter plots and bar charts show mean and s.e.m., giving significance by Student's *t*-test: *P<0.05; **P<0.01.

### Foxa1 and Foxa2 promote positive selection in DP thymocytes

Positive selection signals for survival and further maturation and requires interactions between self-peptide:MHC complexes in the thymic cortex, which may take place over a number of days, involving multiple or prolonged TCR-MHC interactions (Ross et al., 2014; Kisielow and Miazek, 1995; Liu and Bosselut, 2004). TCR signalling for positive selection leads to cell-surface CD69 expression followed by upregulation of the cell-surface TCR complex. The proportions of DP cells that expressed cell surface TCRβ^hi^ and CD69 were decreased in the Foxa1/2cKO thymus compared with control (Fig. 3C,D), consistent with a reduction in positive selection. To test this and to investigate mechanisms that might account for the reduced transition from DP to SP, we carried out transcriptome analysis on cells undergoing positive selection by RNA sequencing FACS-sorted CD69^+^DP cells. 

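CD69+DP thymocytes, which have received a TCR signal and upregulated CD69, were sequenced in 4 samples: 2 from control mice, which carry the floxed *Foxa1* and *Foxa2* alleles without the CD4Cre transgene, and 2 from Foxa1/2cKO mice, which carry the same alleles with CD4Cre. Each sample was sorted from different mice. The authors aligned the reads to mm10 with RefSeq genes and counted them with HTSeq in union mode. The deposited values are FPKM (fragments per kilobase of gene, scaled to the depth of the sample) for 24421 genes, and the paper's text does not name the step that turned reads into FPKM. Of these genes, 16069 were above 0 in at least 1 sample. Their values rise in whole steps, which gave whole reads for 100% of the 16069 genes. At the depth found from them, 98.3% of 60 genes checked had a whole gene length. The total by which the FPKM of each sample were divided was 14968316 in control 1, 13576813 in control 2, 10796528 in Foxa1/2cKO 1 and 11093927 in Foxa1/2cKO 2. The reads recovered on listed genes came to 14482757 and 13071246 in the controls and to 10396878 and 11262410 in Foxa1/2cKO, up to a common divisor of the reads of a gene. The totals were proportional to the median-of-ratios size factors of these reads, which were 1.20 in control 1, 1.09 in control 2, 0.867 in Foxa1/2cKO 1 and 0.890 in Foxa1/2cKO 2, so the FPKM already carry a scaling between samples.

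*Foxa1* (chromosome 12 of mm10, 57540628 to 57546916) and *Foxa2* (chromosome 2, 148042877 to 148046969) were listed at 0 in all 4 samples, controls included, so their values do not check the genotypes. By qRT-PCR the paper found both genes at each thymocyte stage examined, DP included, and their loss in CD4SP and CD8SP cells. These reads did not detect either gene in the control CD69+DP cells. At these depths 3 reads, the upper limit that a count of 0 allows, correspond to an FPKM of 0.0628 to 0.0871 for *Foxa1* and of 0.0942 to 0.131 for *Foxa2*, counting error only. Fold changes were fitted with limma on log2(FPKM + 1) for the 10776 genes with an FPKM of at least 1 in at least 2 samples, and P-values were adjusted by the Benjamini-Hochberg method. The pseudocount of 1 makes these fold changes understate the change of low genes. An exact permutation test of 2 samples against 2 cannot give a two-sided p under 0.333. On simulated data with the spread of the controls in both groups, limma called 99.5% of 200 genes changed by 1 on the log2 scale, and with the spread of each group it called 74%. In these simulations all genes of a group had the same spread, and no low gene was changed. These shares therefore do not give the power of the test in the real samples. There, *Mmp14*, at a log2 fold change of -0.95, had an adjusted p of 0.554 from limma with Benjamini-Hochberg adjustment.

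The 2 controls were closer to each other than the 2 Foxa1/2cKO samples. The SD of the log2 difference across genes was 0.198 between the controls and 0.405 between the Foxa1/2cKO samples, and beyond counting error the spread was 2.14% and 12.8%. Reads of the 2 controls differed by more than the sampling noise (chi-square of 3.31 per degree of freedom over 11821 genes), so they are separate libraries. The first principal component held 65.2% of the variance and set Foxa1/2cKO 2 (28.5) apart from control 1 (-7.42), control 2 (-10.2) and Foxa1/2cKO 1 (-11.0).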

RNA sequencing identified only 176 differentially expressed genes (DEGs) between Foxa1/2cKO and control datasets (FDR-adjusted *P*<0.05), of which 109 (62%) were more highly expressed in Foxa1/2cKO than in control (Fig. 3E, Table S1). 

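Of the 10776 genes tested, 1 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and it was lower in Foxa1/2cKO. An unadjusted p under 0.05 was found for 490 genes, of which 258 were higher and 232 lower in Foxa1/2cKO, while 538.8 genes would be found by chance. Both Foxa1/2cKO samples lay outside both controls on the same side for 3954 genes, or 36.7%, and chance gives 33.3%. The 1 gene past the threshold was *2610035D17Rik*, a long non-coding RNA on the minus strand of chromosome 11 (113043895 to 113201838). Its FPKM was 10.4 ± 0.129 (SD, n = 2) in control and 0.0494 ± 0.000950 (SD, n = 2) in Foxa1/2cKO, from 286 and 264 reads in the controls and 1 read in each Foxa1/2cKO sample. Set against a level of 3 reads, it was at least 70.3-fold lower in Foxa1/2cKO. The fitted log2 fold change was -3.45 (standard error 0.14, adjusted p = 0.0378 from limma with Benjamini-Hochberg adjustment). This call was lost with a pseudocount of 0.1 (adjusted p = 0.114 from limma). The adjusted p of the gene from limma ranged from 0.0208 to 0.173 over the alternatives set before the data were examined that were run. The alternative that moved the number of calls most was chosen after seeing the data and took the variance of each gene from the trend with expression alone. It called 833 genes, but it also called 249 of 10801 unchanged genes in simulated data, where limma's moderated variance called 3.

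**Figure D1:**
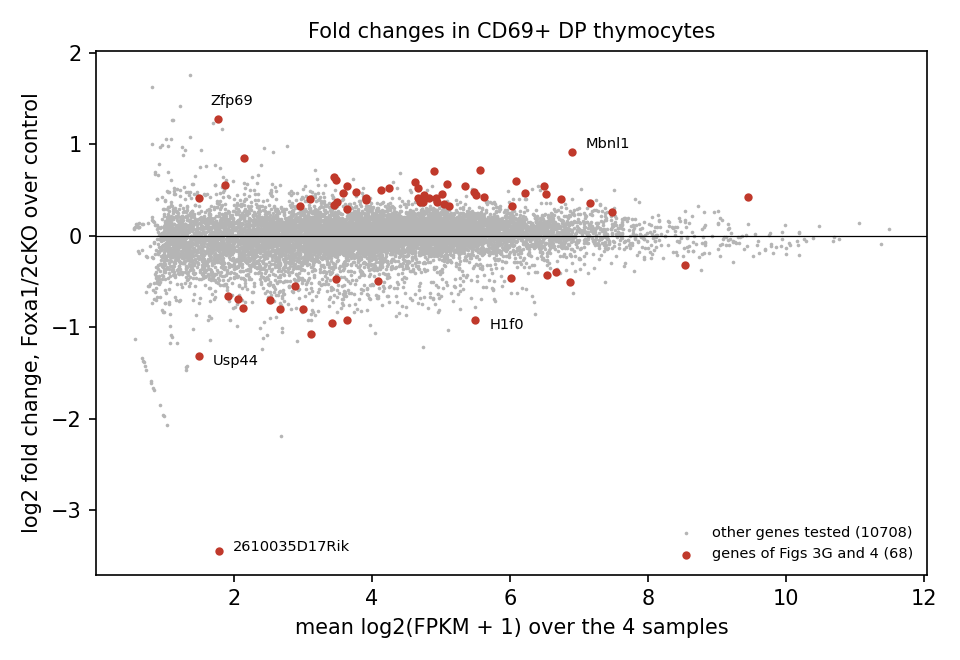
Log2 fold change of Foxa1/2cKO over control (vertical axis) against the mean log2(FPKM + 1) of the 4 samples (horizontal axis) for the 10776 genes tested, 1 point per gene. The 68 tested genes that Figs 3G and 4 name as DEGs are in red and lie toward the edges of the cloud, and *2610035D17Rik* lies lowest, at -3.45.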

Of the 176 DEGs, 85 (∼48%) had previously been identified as Foxa1/2 targets in genome-wide ChipSeq analysis of Foxa1/2-binding sites in dopaminergic neuronal progenitors and 56 of those genes with verified Foxa1/2-binding sites (approximately two-thirds) showed higher expression in the Foxa1/2cKO than in control (Fig. 3F, Table S1) (Metzakopian et al., 2012, 2015). DEGs included genes involved in T-cell development and function, and approximately one-quarter of DEGs were genes for which transcription has been shown to be regulated during positive selection (Kasler et al., 2011) (Fig. 3G, Table S1). Among these, DEGs that were more highly expressed in Foxa1/2cKO than in control datasets included genes known to reduce TCR signal strength [*Cbl*, a ubiquitin ligase that negatively regulates TCR signalling (Huang and Gu, 2008), and *Themis*, which can attenuate TCR signalling during repertoire selection (Gascoigne and Acuto, 2015)] and genes associated with the CD8 lineage [*Cd8b1* and *Lyst*, a lysosomal trafficking regulator required for CTL lytic granules (Sepulveda et al., 2015)], consistent with the CD4 lineage being more severely affected in the conditional knockouts.

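Figs 3G and 4 name 71 DEGs, and 68 of them passed the filter on low values. All 68 had the direction that the figures show. Their absolute log2 fold changes ranged from 0.26 to 3.45, with a median of 0.47. Of the 68, 54 had an unadjusted p under 0.05 and 1 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 54 of the 68 passed, which is not independent evidence because the study chose the list on these samples. Without Foxa1/2cKO 2, the median log2 fold change in the direction of the figures was 0.37, and without Foxa1/2cKO 1 it was 0.61.

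Of the 13 genes of Fig. 3G, 8 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. *Cbl* (chromosome 9, 44142976 to 44234049) had an FPKM of 54.5 ± 4.97 (SD, n = 2) in control and 83.5 ± 11.5 (SD, n = 2) in Foxa1/2cKO, a log2 fold change of 0.60 (standard error 0.13, limma's Benjamini-Hochberg adjusted p = 0.863). With each sample left out in turn, it stayed between 0.46 and 0.74. *Lyst* (chromosome 13, 13590397 to 13778803) rose from 14.9 ± 0.948 to 21.9 ± 2.22 FPKM (SD, n = 2 each), a log2 fold change of 0.52 (standard error 0.11) that stayed between 0.42 and 0.62 with each sample left out. *Themis* (chromosome 10, 28668360 to 28883818) rose from 77.2 ± 0.806 to 108 ± 26.7 FPKM (SD, n = 2 each), with 89.4 in Foxa1/2cKO 1 and 127 in Foxa1/2cKO 2. Its log2 fold change was 0.46 (standard error 0.18) and 0.21 without Foxa1/2cKO 2. *Cd8b1* (chromosome 6, 71322788 to 71337494) rose from 603 ± 15.0 to 821 ± 216 FPKM (SD, n = 2 each), with 668 in Foxa1/2cKO 1 and 974 in Foxa1/2cKO 2, and its log2 fold change was 0.42 (standard error 0.20) and 0.15 without Foxa1/2cKO 2. *Lyst*, *Themis* and *Cd8b1* had the same adjusted p as *Cbl*. For *Themis* and *Cd8b1*, the difference between the means was not much larger than the SD of the Foxa1/2cKO samples.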

To test in an unbiased way whether Foxa1 and Foxa2 are required for the transcriptional response to TCR signalling for positive selection, we then used canonical correspondence analysis (CCA; see Materials and Methods) to compare the overall pattern of gene expression in our datasets with transcriptome data from publicly available datasets prepared from DP thymocytes that were receiving different strengths of TCR signals during selection (GSE38909) (Lo et al., 2012). The GSE38909 dataset contains DP thymocytes from AND-TCR transgenic mice stimulated with a positively selecting peptide (gp250) or a non-selecting control peptide (Lo et al., 2012). We selected the 2000 genes that were most significantly differentially expressed from the GSE38909 dataset between DP thymocytes stimulated with the non-selecting control peptide and DP thymocytes stimulated with the positively selecting peptide and used these to generate a scale of unstimulated to TCR-signalling-for-positive-selection. We plotted our datasets against this scale. The CCA segregated the datasets by genotype: both control datasets were on the positive side of the axis, which corresponded to the transcriptional pattern induced by the positively selecting peptide, consistent with the fact that CD69^+^DP thymocytes have initiated positive selection by TCR signal transduction (Fig. 3H). In contrast, both Foxa1/2cKO datasets fell on the negative side of the axis, thus showing an overall pattern of transcription that is closer to that of unstimulated DP cells than that of their control counterparts.

To confirm this impact on positive selection, we subdivided thymocytes by cell surface TCRβ and CD69 expression into four different stages: TCRβ^lo/neg^CD69^−^ (pre-selection thymocytes), TCRβ^int^CD69^+^ (intermediate transition, undergoing positive selection), TCRβ^hi^CD69^+^ (thymocytes after TCR signalling for initiation of positive selection) and TCRβ^hi^CD69^−^ (more mature population). The proportion of pre-selection thymocytes was higher in the Foxa1/2cKO than control thymus, whereas there was no significant difference in the proportion of the TCRβ^int^CD69^+^ population, and both TCRβ^hi^CD69^+^ and TCRβ^hi^CD69^−^ populations were reduced, indicating that Foxa1 and Foxa2 expression in thymocytes promotes initiation of the process of positive selection, and also progression of cells during the differentiation process (Fig. 3I). The loss of cells from the TCRβ^hi^CD69^+^ population, but not its precursor TCRβ^int^CD69^+^ population, suggests impairment at a late stage of positive selection and a failure to progress, and, consistent with this, the proportion of cells undergoing cell death (annexin V^+^) was increased in the CD69^+^DP population in the Foxa1/2cKO thymus compared with control (Fig. 3J). When we gated on the most mature TCRβ^hi^CD69^−^ thymocyte population, and compared CD4/CD8 subset distribution, we found that the proportion of DP cells increased by more than two-fold in the Foxa1/2cKO thymus compared with control, whereas the proportion of CD4SP cells was significantly reduced (Fig. 3K), demonstrating a clear requirement for Foxa1 and Foxa2 in normal differentiation to CD4SP and positive selection, and suggesting that differentiation is dysregulated in the Foxa1/2cKO, so that more cells that had upregulated cell surface TCR and downregulated CD69 were unable to progress beyond the DP stage.

### Foxa1 and Foxa2 regulate exon usage

To investigate how Foxa1/2 might regulate positive selection, we identified genes that encode verified transcription factors among the DEGs between Foxa1/2cKO and control CD69^+^DP datasets to look for known regulators of positive selection or differentiation at this developmental stage that might function downstream of Foxa1/2. Twenty-four transcription factors were found, of which 13 had previously been verified as Foxa1/2 targets in genome-wide ChipSeq analysis in neuronal progenitors (Metzakopian et al., 2012, 2015) (Fig. 4A, Table S1). 

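Of the 24 genes of Fig. 4A, 22 passed the filter on low values. All 22 had the direction of the figure, 17 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. The absolute log2 fold changes ranged from 0.32 to 1.28, with a median of 0.48. Of the 22, 21 had a smaller fold change without Foxa1/2cKO 2. Among them, *Zfp69* changed most (chromosome 4, 120930137 to 120951699). Its FPKM was 1.20 ± 0.292 (SD, n = 2) in control and 4.34 ± 0.928 (SD, n = 2) in Foxa1/2cKO, a log2 fold change of 1.28 (standard error 0.20, adjusted p = 0.863 from limma with Benjamini-Hochberg adjustment), and it stayed between 1.10 and 1.46 with each sample left out in turn. The 2 genes not tested were *Zfhx3* and *Nkx2-4*. *Zfhx3* had 110 and 89 reads in the controls and 40 and 34 in Foxa1/2cKO. *Nkx2-4* was listed at 0 in both controls and had 1 read in Foxa1/2cKO 1 and 6 in Foxa1/2cKO 2, so its difference rests on few reads of 1 sample.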

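*Ptma* (chromosome 1 of mm10, 86526726 to 86530712) had an FPKM of 415 ± 17.8 (SD, n = 2) in control and 333 ± 3.57 (SD, n = 2) in Foxa1/2cKO. Its log2 fold change was -0.32 (standard error 0.09, adjusted p = 0.863 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.0176), and it ranged from -0.36 to -0.27 with each sample left out in turn. Of the 50-base stretches of its longest annotated transcript, 27.8% also occur in annotated pseudogenes, so reads of that length from these stretches could come from either. *Notch3* (chromosome 17, 32120820 to 32166852) fell from 9.55 ± 0.303 to 5.31 ± 2.42 FPKM (SD, n = 2 each), with 7.02 in Foxa1/2cKO 1 and 3.60 in Foxa1/2cKO 2. The log2 fold change of *Notch3* was -0.80 (standard error 0.28, unadjusted p = 0.0392 from limma) and -0.40 without Foxa1/2cKO 2.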

Among the transcription factors for which expression was downregulated by Foxa1/2 deletion, there were no obvious downstream candidates that might function to promote positive selection, although several showed changes in expression consistent with the developmental phenotype, for example *Ptma*, an anti-apoptotic gene (Jiang et al., 2003), and *Notch3*, which is transcriptionally regulated during positive selection but not required for positive selection (Kasler et al., 2011; Suliman et al., 2011). Likewise, we found no obvious candidate genes that might function to inhibit positive selection or TCR signal strength among those genes that encode transcription factors and for which expression was upregulated in the absence of Foxa1/2. 

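*Ikzf2* (chromosome 1, 69531214 to 69687245) had an FPKM of 25.4 ± 1.70 (SD, n = 2) in control and 34.4 ± 5.37 (SD, n = 2) in Foxa1/2cKO. Its log2 fold change of 0.41 had a standard error of 0.14, an unadjusted p of 0.0315 and limma's Benjamini-Hochberg adjusted p of 0.863, and was 0.26 without Foxa1/2cKO 2. *Elk4* (chromosome 1, 132007607 to 132032612) was at 38.1 ± 6.56 FPKM in control and 51.99 ± 5.02 in Foxa1/2cKO (SD, n = 2 each). The log2 fold change of *Elk4* was 0.45 (standard error 0.15, unadjusted p = 0.0345 from limma) and was between 0.27 and 0.62 with each sample left out in turn. In both genes the 2 Foxa1/2cKO samples lay above the 2 controls.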

*Ikzf2* was more highly expressed in Foxa1/2cKO than in control, but is not required for differentiation at this stage of development; *Elk4* was also more highly expressed, but is required for positive selection and upregulated by TCR signal transduction, rather than functioning as a negative regulator (Bending et al., 2018; Georgopoulos, 2017; Costello et al., 2004; Wang et al., 2010).

**Fig. 4.**
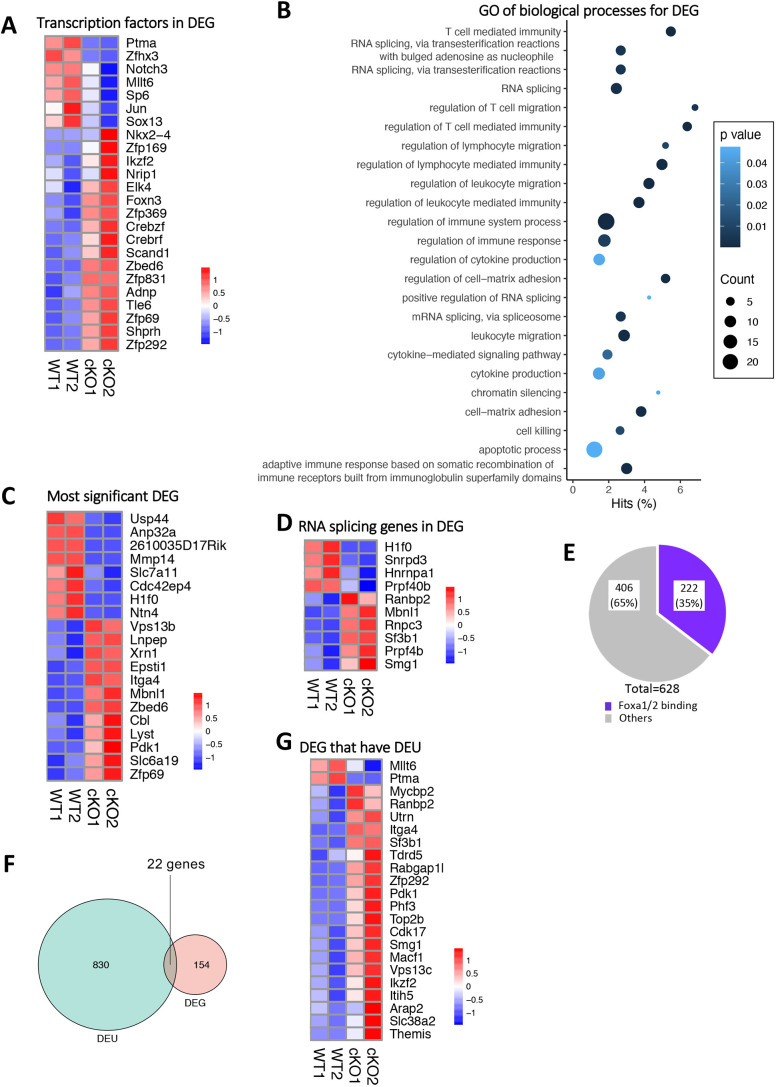
**Foxa1/2 deficiency disturbs exon usage in developing T cells.** (A) Pearson correlation clustering heatmap shows expression of DEGs that encode transcription factors in control and Foxa1/2cKO, where red represents higher expression and blue lower expression on a linear correlation scale. A value of 1 indicates a positive association, a value of −1 indicates a negative association, and a value of 0 indicates no association. (B) Dot plot of Gene Ontology (GO) analysis of biological processes associated with 176 DEGs. The *y*-axis represents the biological process GO terms and the *x*-axis represents the percentage of genes found in that GO term category. Dot size represents the number of genes and the colour indicates the *P*-value. (C) Pearson correlation clustering heatmap shows expression of the 20 most significant DEGs in control and Foxa1/2cKO, where red represents higher expression and blue lower expression on a linear correlation scale. A value of 1 indicates a positive association, a value of −1 indicates a negative association, and a value of 0 indicates no association. (D) Pearson correlation clustering heatmap shows expression of DEGs associated with RNA splicing in control and Foxa1/2cKO, where red represents higher expression and blue lower expression on a linear correlation scale. A value of 1 indicates a positive association, a value of −1 indicates a negative association, and a value of 0 indicates no association. (E) Pie chart illustrates the number of genes showing DEU: purple section represents the number of genes that are identified as Foxa1/2 targets in genome-wide ChipSeq analysis of Foxa1/2-binding sites in neuronal progenitors (Metzakopian et al., 2012, 2015). (F) Proportional Venn diagram illustrates the intersection between DEGs and genes showing DEU. (G) Pearson correlation clustering heatmap shows expression of the 22 DEGs that show DEU, where red represents higher expression and blue lower expression on a linear correlation scale. A value of 1 indicates a positive association, a value of −1 indicates a negative association, and a value of 0 indicates no association.

We then carried out Gene Ontology (GO) term enrichment analysis of all DEGs between Foxa1/2cKO and control CD69^+^DP datasets. This revealed over-representation of genes associated with terms connected with immunity and T cell-mediated immunity, including lymphocyte migration, cytokine signalling, cell killing and the apoptotic process (Fig. 4B, Table S2). Thus, as well as an overall enrichment in immunity-related terms, as expected from the cell type, there was enrichment for terms related to processes required for differentiation to SP, such as lymphocyte migration, as differentiating cells must migrate to the medulla to complete their maturation and repertoire selection. Several terms related to cytokine signalling are also pertinent to the partial arrest at the DP and CD4^+^CD8^lo^ stage in the Foxa1/2cKO, as cytokine signalling rescues cells for which the MHCI-restricted TCR signal has been interrupted by downregulation of CD8, allowing differentiation to CD8SP, whereas cytokine signalling is inhibited for differentiation to the CD4SP compartment.

Additionally, there was enrichment for the term ‘chromatin silencing’, related to the known function of Foxa transcription factors as pioneer factors. The GO analysis also showed enrichment for several terms related to RNA splicing, and for terms connected to cell matrix adhesion (Fig. 4B). Among the top 20 most statistically significant DEGs were genes associated with these processes (Fig. 4C), for example, *Mmp14*, a membrane-bound matrix metalloproteinase involved in breakdown of the extracellular matrix (Kessenbrock et al., 2010); *H1f0*, an H1 linker histone necessary for the condensation of nucleosome chains into higher-order chromatin structures, which is involved in the regulation of mRNA splice site recognition (Kalashnikova et al., 2013; Di Liegro et al., 2018); and *Mbnl1*, a regulator of alternative splicing that functions in the control of T-cell development, and is overexpressed in mixed lineage leukaemia (Ho et al., 2004; Wang et al., 2012; Sznajder et al., 2020; Itskovich et al., 2020).

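Of the 20 genes of Fig. 4C, 19 were tested, all 19 had the direction of the figure and an unadjusted p under 0.05, and 1, *2610035D17Rik*, had an adjusted p under 0.05. *Mmp14* (chromosome 14, 54431612 to 54445364) had an FPKM of 13.96 ± 0.163 (SD, n = 2) in control and 6.72 ± 0.0296 (SD, n = 2) in Foxa1/2cKO, from 547 and 488 reads in the controls and 189 and 193 in Foxa1/2cKO. Its log2 fold change was -0.95 (standard error 0.09, adjusted p = 0.554 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.000215), and it ranged from -0.97 to -0.94 with each sample left out in turn. *H1f0* (chromosome 15, 79028450 to 79030504) fell from 61.4 ± 5.62 to 31.96 ± 0.642 FPKM (SD, n = 2 each), a log2 fold change of -0.92 (standard error 0.10, adjusted p = 0.554 from limma), with a range of -1.01 to -0.83. *Epsti1* (chromosome 14, 77904239 to 78002657) rose from 36.1 ± 1.31 to 59.9 ± 0.908 FPKM (SD, n = 2 each), a log2 fold change of 0.72 (standard error 0.08). These differences exceeded the SD of both groups several times over. The gene of Fig. 4C left out by the filter, *Ntn4*, had 30 and 26 reads in the controls and 1 and 0 reads in Foxa1/2cKO, which makes it at least 7.15-fold lower when Foxa1/2cKO is set to 3 reads.

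**Figure D2:**
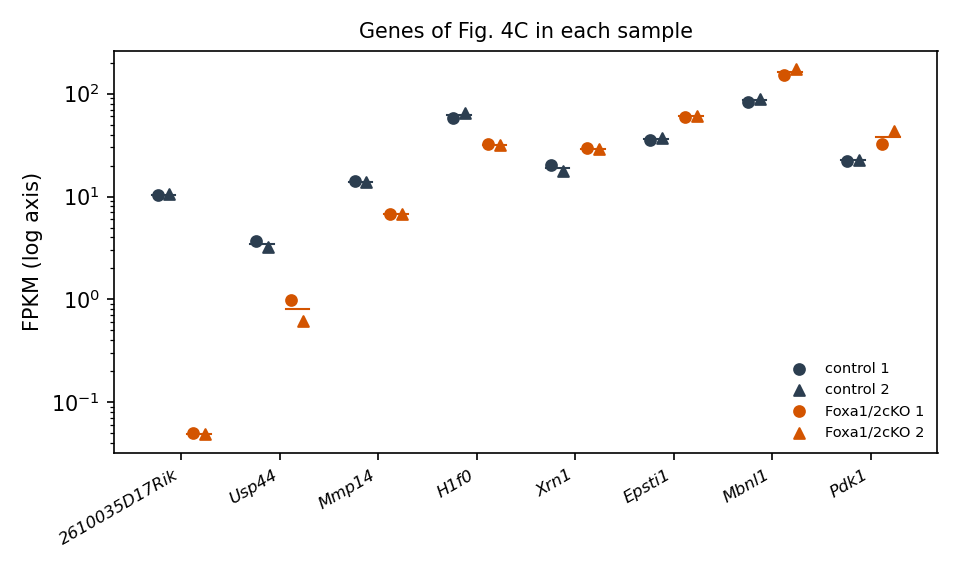
FPKM on a log axis of 8 genes of Fig. 4C in control 1, control 2, Foxa1/2cKO 1 and Foxa1/2cKO 2, with a line at the mean of each group. The 2 samples of a group lie close together for *Mmp14* and *Epsti1*, while *Pdk1* differs between Foxa1/2cKO 1 (32.3) and Foxa1/2cKO 2 (42.9).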

Several other RNA-splicing genes were differentially expressed between Foxa1/2cKO and control datasets (Fig. 4D). Given this, and the fact that the GO enrichment analysis identified several terms associated with RNA splicing, we hypothesized that Foxa1/2 might regulate the transition from DP to SP cell and positive selection by influencing RNA splicing in developing T cells. To test this, we compared differential exon usage (DEU) between Foxa1/2cKO and control CD69^+^DP RNA-sequencing datasets. This analysis identified 852 events of DEU (FDR *P*<0.05) between the conditional knockout and control, which involved 628 different genes, 222 (∼35%) of which had previously been shown to bind to Foxa1/2 in genome-wide ChipSeq analysis of Foxa1/2-binding sites in dopaminergic neuronal progenitors (Fig. 4E, Table S3) (Metzakopian et al., 2012, 2015). 

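All 10 genes of Fig. 4D had the direction of the figure and an unadjusted p under 0.05, and 0 had an adjusted p under 0.05. The 10 included 6 genes higher and 4 genes lower in Foxa1/2cKO. *Prpf40b* (chromosome 15, 99295087 to 99317018) fell from 7.97 ± 0.125 to 5.14 ± 0.896 FPKM (SD, n = 2 each), a log2 fold change of -0.55 (standard error 0.14, adjusted p = 0.863 from limma with Benjamini-Hochberg adjustment). *Hnrnpa1* (chromosome 15, 103240432 to 103246692) fell from 12.2 ± 1.18 to 8.51 ± 0.341 FPKM (SD, n = 2 each), a log2 fold change of -0.47 (standard error 0.11). *Snrpd3* (chromosome 10, 75517551 to 75537381) fell from 116 ± 5.27 to 87.5 ± 2.96 FPKM (SD, n = 2 each), a log2 fold change of -0.40 (standard error 0.09). *Rnpc3* (chromosome 3, 113605067 to 113630149) rose from 10.6 ± 0.429 to 15.1 ± 0.458 FPKM (SD, n = 2 each), a log2 fold change of 0.47 (standard error 0.09). For *Hnrnpa1*, 28.3% of the 50-base stretches of the longest annotated transcript also occur in annotated pseudogenes, and for *Rnpc3* 23.3% also occur in transcripts annotated to *Amy1*. From the differential expression of these genes together with the splicing terms of its GO analysis, the paper proposes an influence of Foxa1/2 on splicing, which it then examines by exon usage.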

Conditional deletion of Foxa1/2 therefore led to a greater number of changes in exon usage affecting more genes than the number of individual genes that were differentially expressed. Intersection between DEGs and genes that contained differentially used exons revealed just 22 DEGs (overall expression of which was differentially regulated and which also showed differential usage of individual exons) (Fig. 4F), 18 of which (>80%) had previously verified Foxa1/2-binding sites (Table S1). This intersection included several genes involved in the regulation of RNA splicing, with known splicing variants (Fig. 4G): *Ranbp2*, a nucleoporin protein that controls alternative-splicing patterns during nuclear speckle formation (Saitoh et al., 2012); *Sf3b1*, a well-known splicing factor, mutations of which lead to myelodysplasia and anaemia by globally disrupted splicing (Shiozawa et al., 2018; Mupo et al., 2017); and *Smg1*, which is mutated in acute myeloid leukaemia, its depletion resulting in disruption of alternative splicing (McIlwain et al., 2010; Du et al., 2014).

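At the level of whole genes, the 22 genes of Fig. 4G all passed the filter and had the direction of the figure. Of these, 17 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The absolute log2 fold changes ranged from 0.26 to 0.71, with a median of 0.41, and the groups did not overlap in 21 of the 22 genes. The exception was *Arap2*, with FPKM of 35.4 and 30.3 in the controls, 34.9 in Foxa1/2cKO 1 and 66.7 in Foxa1/2cKO 2. Without Foxa1/2cKO 2 the median in the direction of the figure was 0.28. The 20 genes of Fig. 4G that were higher in Foxa1/2cKO had a median length of 8674.5 bases. *Sf3b1* (chromosome 1, 54985169 to 55027481) had an FPKM of 163 ± 2.39 (SD, n = 2) in control and 195 ± 1.86 (SD, n = 2) in Foxa1/2cKO, a log2 fold change of 0.26 (standard error 0.08, adjusted p = 0.863 from limma with Benjamini-Hochberg adjustment). *Smg1* (chromosome 7, 118131308 to 118243670) rose from 41.7 ± 3.09 to 56.4 ± 7.21 FPKM (SD, n = 2 each), a log2 fold change of 0.43 (standard error 0.12). *Ranbp2* (chromosome 10, 58446920 to 58494356) rose from 30.0 ± 1.79 to 37.7 ± 3.15 FPKM (SD, n = 2 each), a log2 fold change of 0.32 (standard error 0.10). Exon usage of these genes was not analysed here, since the values are given per gene.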

GO term enrichment analysis of genes that showed DEU revealed over-representation of genes associated with terms connected with the known functions of Foxa1/2 in metabolic processes (‘metabolic process’, ‘cellular glucose homeostasis’, ‘response to insulin’) and with their known functions in other tissues as epigenetic regulators and pioneer transcription factors (e.g. ‘chromosome organization’, ‘chromatin remodelling’, ‘regulation of histone methylation’, ‘DNA methylation’, ‘DNA conformational change’) (Fig. 5A, Table S4). Many terms associated with mRNA splicing were also over-represented (Fig. 5A). Genes involved in mRNA splicing showed multiple changes in exon usage, indicating that mRNA splicing factors are themselves subject to alternative splicing in developing T cells, and that the regulatory effects on splicing of the Foxa transcription factors may be amplified by regulation of splicing of components of the splicing machinery (Fig. 5B-D). Additionally, the enrichment analysis highlighted positive regulation of NFKβ signalling, a pathway that has been shown to regulate alternative splicing in T cells (Mallory et al., 2015).

**Fig. 5.**
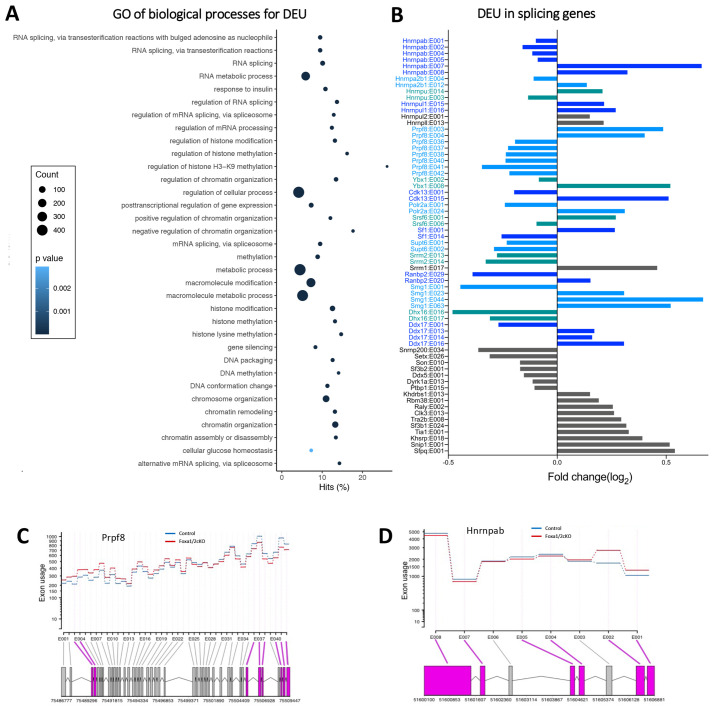
**Foxa1/2 regulate alternative splicing of splicing factors.** (A) Dot plot of Gene Ontology (GO) analysis for genes showing DEU. Biological processes involving pioneer function, methylation, metabolic processes and RNA splicing are shown. The *y*-axis represents the biological process GO terms and the *x*-axis represents the percentage of genes found in that GO term category. Dot size represents the number of genes and the colour indicates the *P*-value. (B) Bar chart shows genes that contain DEU which are involved in mRNA splicing. Genes shown in colour show multiple DEU, genes in grey show single differential exon changes. (C,D) DEXSeq representations of *Prpf8* (C) and *Hnrnpab* (D) that show significant DEU between Foxa1/2cKO (red) in comparison with control (blue). The exons highlighted in pink have DEU (FDR-adjusted *P*≤0.05).

### Foxa1 and Foxa2 regulate alternative splicing of essential genes for T-cell development

GO terms associated with T-cell development and function showed over-representation of DEU genes (Fig. 6A), for example ‘thymic T-cell selection’, ‘T-cell receptor signalling pathway’, ‘regulation of CD8-positive αβ differentiation’, ‘lymphocyte differentiation’, ‘CD4-positive alpha-beta T-cell differentiation’. Thus, Foxa1/2 control exon usage for genes involved in processes essential for the transition from DP to SP cell. Multiple differentially used exons were found in key genes for this transition, such as *Ikzf1*, *Ptprc*, *Stat5a*, *Stat5b*, *Cd28* and *Klf13* (Fig. 6B) (Park et al., 2010; Urban and Winandy, 2004; Mee et al., 1999; Watanabe et al., 2020; Outram et al., 2008), and many other essential genes for T-cell development showed differential usage of a single exon (for example, *Notch1*, *Rorc*, *Socs1*, *Pten*, *Orai1*, *Cbfb* and *Ets2*) (Fig. 6B, Table S3). Many of the T-lineage genes that contained significant DEU have been previously described to be alternatively spliced during lymphocyte development or activation, such as the Ikaros family members *Fyn*, *Ptprc* (CD45), *Stat5a*, *Stat5b* and *Cd28* (Martinez and Lynch, 2013; Cho et al., 2014) (Fig. 6B-E). However, the DEU caused by the absence of Foxa1 and Foxa2 did not always correspond to well-described alternatively spliced variants of these genes. For example, alternative splicing of *Ptprc* exons 4, 5 and 6 is functionally important in T-cell differentiation (Cho et al., 2014), but in our datasets, despite variation in expression of exon 5, only exons 2, 9, 13 were significantly different between control and conditional knockout after adjustment for false discovery (*P*<0.05) (Fig. 6B,E). Likewise, for *Ikzf1*, *Ikzf2* and *Ikzf3* we identified differentially expressed exons that were distinct from the alternative splice variants described in mouse thymocytes (Mitchell et al., 2017), indicating that absence of Foxa1 and Foxa2 led to wide dysregulation in the RNA splicing of genes that would normally display splice variants (Fig. 6B,C).

**Fig. 6.**
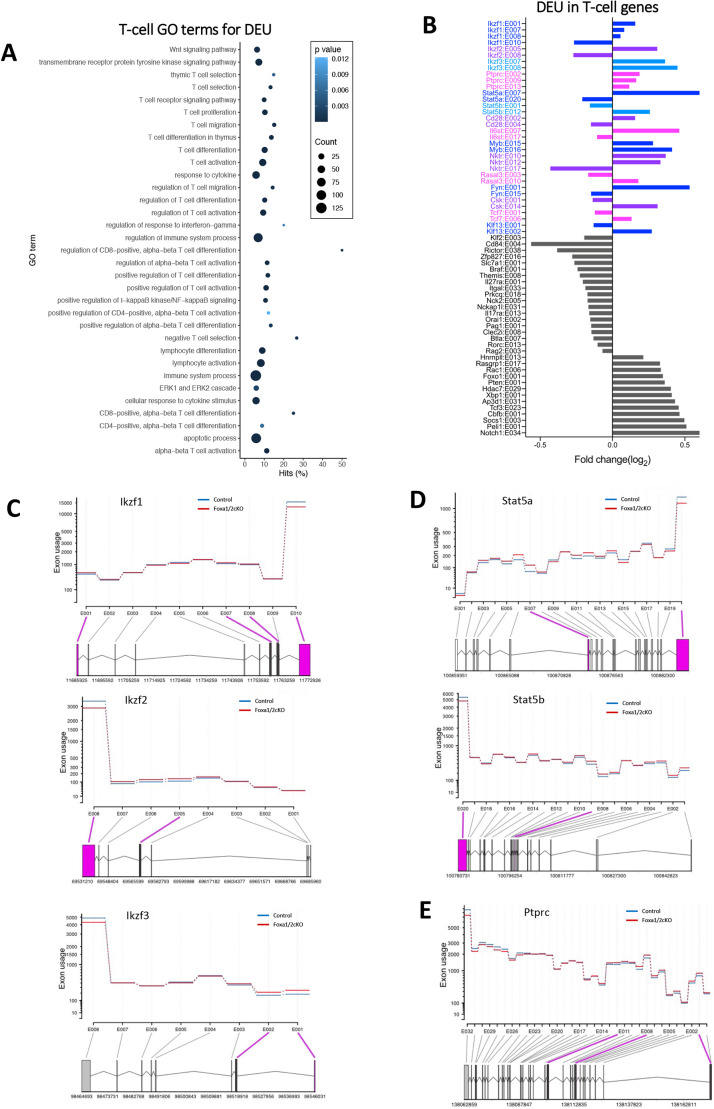
**Foxa1/2 regulates alternative splicing of genes required for T-cell development.** (A) Dot plot of Gene Ontology (GO) analysis for genes showing DEU. Biological processes associated with T-cell development and function are shown. The *y*-axis represents the biological process GO terms and the *x*-axis represents the percentage of genes found in that GO term category. Dot size represents the number of genes and the colour indicates the *P*-value. (B) Bar chart shows genes with DEU that are involved in T-cell development. Genes in colour represent those with multiple differential exon changes; genes in grey have single differential exon changes. (C-E) DEXSeq representations of *Ikzf1*, *Ikzf2*, *Ikzf3* (C), *Stat5a*, *Stat5b* (D) and *Ptprc* (E) that show significant DEU between Foxa1/2 cKO (red) in comparison with control (blue). The exons highlighted in pink have DEU (FDR-adjusted *P*≤0.05).

Given the many changes in exon usage observed in genes required for T-cell development and positive selection, it seemed likely that the function of Foxa1/2 during positive selection is to regulate RNA splicing of essential genes for developmental progression. Therefore, to investigate the impact of Foxa1/2 on the normal splicing of regulators of development, we identified transcription factors within the genes that showed DEU between Foxa1/2cKO and control. Of the 628 genes that showed DEU, 97 (15.5%) encoded transcription factors (Fig. 7A, Table S2), many of which are important during T-cell development, and are specifically required for the transition from DP to SP cell (for example, *Yy1*, *Trim28*, *Tcf7*, *Tcf3*, *Tcf12*, *Stat5a*, *Stat5b*, *Sp3*, *Rorc*, *Klf13*, *Cbfb*) (Fig. 7B).

**Fig. 7.**
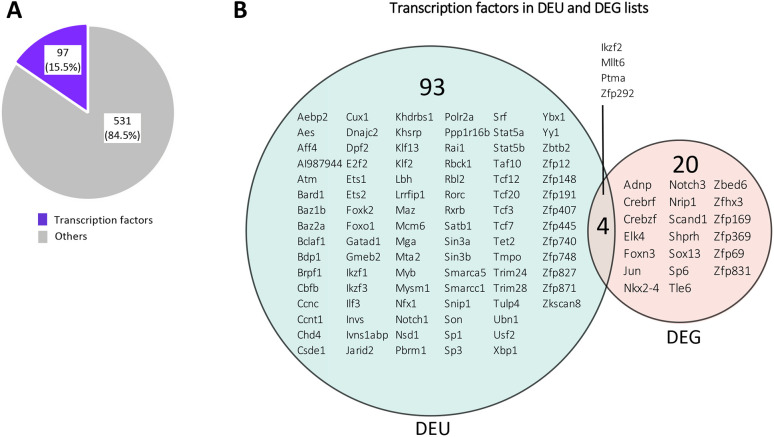
**Foxa1/2 regulates alternative splicing of genes that encode transcription factors required for the transition from DP to SP thymocyte.** (A) Pie chart illustrates the number of genes showing DEU. The purple section represents the number of genes that encode transcription factors, and the grey section represents the number of genes that do not encode transcription factors. (B) Proportional Venn diagram illustrates the intersection between DEGs that encode transcription factors (pink) and genes showing DEU that encode transcription factors (green), listing the genes in each category.

## DISCUSSION

Here, we show that the pioneer transcription factors Foxa1 and Foxa2 regulate alternative RNA splicing during T-cell development at the transition from DP to SP thymocyte. Conditional deletion of Foxa1 and Foxa2 from developing DP thymocytes led to reduced positive selection and a partial arrest at the transition from DP to SP thymocyte, with a reduction in SP cell maturation, and a reduced peripheral naïve CD4 T-cell population. Conditional deletion of Foxa1 and Foxa2 also led to significant changes in the expression of genes that regulate RNA splicing in cells undergoing positive selection, and concomitantly to >850 significantly differentially used exons.

Alternative RNA splicing is a mechanism that enables cells to generate many different proteins from a limited number of genes and is important in the regulation of development processes, including T-cell development (Sznajder et al., 2020; Mallory et al., 2015; Martinez and Lynch, 2013; Baralle and Giudice, 2017; Wu et al., 2010). Our study indicates that Foxa1 and Foxa2 regulate the mRNA splicing of many genes that are important for progression at this developmental transition, and we therefore propose that aberrant RNA splicing of multiple genes may account at least in part for the reduction in positive selection and differentiation to SP cell observed when Foxa1 and Foxa2 were conditionally deleted from DP cells. In support of this, many of the genes that showed DEU, but were not DEGs, between Foxa1/2cKO and control datasets are well-known to be required at this transition (e.g. *Socs1*, *Ptprc*, *Rasgrp1*), and many encode transcriptional regulators of this stage of development (e.g. *Ikzf1*, *Stat5a*, *Stat5b*, *Cbfb*, *Tcf7*, *Tcf3*, *Tcf12*, *Klf13*, *Sp3*, *Rorc*)*.* GO term enrichment analysis also highlighted terms associated with positive selection and differentiation to SP. In contrast, few DEGs encoded known relevant transcription factors or regulators of TCR repertoire selection or differentiation from DP to SP, and *Themis*, a DEG with a verified Foxa1/2-binding site, which was more highly expressed in the conditional knockout, and which can modulate TCR signalling in thymocytes, also showed DEU. 

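Figs 5B, 6B and 7B name 154 genes with DEU, and all 154 passed the filter on low values. At the level of whole genes 0 of the 154 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and 7 had an unadjusted p under 0.05. The same test called only 1 of the 10776 genes tested, so the 0 cannot show that these genes are unchanged as a whole. Of the 154, 5 are also named as DEGs in Figs 3G or 4. The absolute log2 fold change was under 0.5 in 152 of the 154 genes, with a median of 0.12, and 110 were higher and 44 lower in Foxa1/2cKO. The groups did not overlap in 69 of them, or 44.8%. *Socs1* was at 86.5 ± 5.24 FPKM (SD, n = 2) in control and 91.3 ± 11.9 (SD, n = 2) in Foxa1/2cKO, a log2 fold change of 0.07 (standard error 0.12). *Ptprc* was at 370 ± 4.77 and 429 ± 10.0 FPKM (SD, n = 2 each), a log2 fold change of 0.21 (standard error 0.09). *Rasgrp1* was at 195 ± 5.94 and 228 ± 63.8 FPKM (SD, n = 2 each), and its log2 fold change of 0.20 (standard error 0.21) became -0.09 without Foxa1/2cKO 2. *Ikzf1* was at 232 ± 6.58 and 261 ± 55.1 FPKM (SD, n = 2 each), and its log2 fold change of 0.15 (standard error 0.16) became -0.06 without Foxa1/2cKO 2.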

The way in which the transcriptional activity of Foxa1/2 relate to their regulation of splicing will require further investigation, as there is increasing evidence that splicing can occur co-transcriptionally as well as post-transcriptionally (Tellier et al., 2020). Interestingly, approximately one-third of genes that showed DEU but were not DEGs had previously been shown to bind directly to Foxa1/2 in neuronal progenitors, suggesting that Foxa1/2 may act directly to regulate their splicing.

Overall, we identified only 176 DEG between Foxa1/2cKO and control CD69^+^DP cells, and of these >60% were more highly expressed in the conditional knockout than control, suggesting either that they were directly repressed by Foxa1/2, most likely by association of Foxa1/2 with a co-repressor, or that Foxa1/2 activate the transcription of an intermediate transcriptional repressor. 

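Over all 10776 genes tested, 51.3% had a higher mean in Foxa1/2cKO than in control, and the median log2 fold change was 0.01. Both Foxa1/2cKO samples lay above both controls in 2039 genes and below both in 1915. Of the 71 DEGs named in Figs 3G and 4, 49 are higher and 22 lower in the figures. The tested genes among the 49 had a median length of 5382 bases and those among the 22 a median length of 3173 bases. An unadjusted p under 0.05 from limma was found for 490 genes, while 538.8 would be found by chance. The split of such genes by direction therefore cannot test that of the paper's DEGs. Among them, 52.7% were higher in Foxa1/2cKO, and 41.1% were when the samples were scaled to all recovered reads. That scaling, chosen after seeing the data, shifts all genes alike and moved their median log2 fold change to -0.03. With no filter on low values 363 such genes were higher and 439 lower. The higher genes were also the fewer with upper-quartile scaling (241 and 260). The same held with the replicate number fitted as a block, without (165 and 213) and with length correction (159 and 198). They were the more with a pseudocount of 0.1 (254 and 223) and at least 10 reads in every sample (252 and 239). So they were with length correction alone (245 and 238). All these settings but the scaling to all recovered reads were set beforehand. Under the scaling to all recovered reads all 68 tested genes of Figs 3G and 4 had the direction of the figures.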

Approximately 48% of DEGs have previously been shown to bind Foxa1/2 in whole-genome ChipSeq screen of neuronal progenitors (Metzakopian et al., 2012, 2015), suggesting that they were also likely to be direct targets (directly bound by Foxa1/2) in developing T cells. These were distributed between DEGs that were up- or downregulated in the Foxa1/2cKO compared with control, and ∼51% of upregulated genes have previously been shown to bind Foxa1/2 by ChipSeq screening in other cell types (Metzakopian et al., 2012, 2015). We therefore think it is most likely that absence of Foxa1/2 in CD69^+^DP cells led to increased expression of these DEGs because of a direct repressive impact of Foxa1/2 binding to these sites and recruitment of a co-repressor in control cells, rather than indirectly by transcriptional activation of an unknown downstream repressor of transcription. Although in cell transfection assays Foxa transcription factors behave as transcriptional activators, Foxa1/2 have previously been shown to have repressor activity in other developing tissues, and Foxa2 has been shown to interact with the transcriptional co-repressor Tle family of proteins (Metzakopian et al., 2012; Sekiya and Zaret, 2007; Wang et al., 2000). Further investigation of Foxa2-Tle interactions in the regulation of differentiation from DP to SP cell will therefore be important, given that Tle1, Tle3 and Tle4 are together required for commitment to the CD8 lineage at the transition from DP to SP (Xing et al., 2018).

Foxa1/2 conditional deletion led to increased transcription of several RNA-splicing regulators, including *Sf3b1*, *Smg1* and *Mbnl1*, mutations of which are associated with haematological malignancies and aberrant RNA splicing, but also significantly decreased transcription of splicing factors (*Prpf40b*, *Hnrnpa1*, *Snrpd3*) and the histone linker *H1f0*, which may be required for mRNA splice site recognition (Kalashnikova et al., 2013; Ho et al., 2004; Wang et al., 2012; Sznajder et al., 2020; Itskovich et al., 2020; Shiozawa et al., 2018; Mupo et al., 2017; McIlwain et al., 2010; Du et al., 2014). Overall loss of Foxa1 and Foxa2 led to broad changes in splicing events, indicating that Foxa1 and Foxa2 are important regulators of mRNA processing during T-cell development. Foxa1/2 also regulated the mRNA of many splicing genes that encode splicing factors, suggesting that their influence on the splicing machinery is further amplified by regulation of alternative splicing of splicing components, as well as by a more direct effect on the transcription of splicing regulators, RNA binding and histone linker proteins.

Mbnl1 is highly expressed in the thymus and a recent study demonstrated that its constitutive knock out led to a hyperplastic thymus with retention of thymocytes and many mis-splicing events (Sznajder et al., 2020). 

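*Mbnl1* lies on chromosome 3 of mm10 (60472830 to 60629750) on the plus strand. Its FPKM was 83.3 in control 1 and 88.2 in control 2, and 152 in Foxa1/2cKO 1 and 172 in Foxa1/2cKO 2, from 6953 to 11107 reads per sample. The means were 85.7 ± 3.46 (SD, n = 2) in control and 162 ± 14.3 (SD, n = 2) in Foxa1/2cKO, a difference well beyond the SD of either group. On the log2(FPKM + 1) scale the fold change was 0.91 (standard error 0.10, adjusted p = 0.554 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.000391), or 1.88-fold. By its p *Mbnl1* ranked 6 among the genes tested. With each sample left out in turn the log2 fold change stayed between 0.82 and 1.00.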

*Mbnl1* was upregulated approximately two-fold in CD69^+^DP cells in the absence of Foxa1 and Foxa2 and was one of the most significantly differentially expressed genes in our datasets. In Foxa1/2cKO DP thymocytes, we observed DEU in some of the same genes that were affected when *Mbnl1* was constitutively deleted: for example, *Tcf7* exon 10 was affected by absence of Mbnl1, whereas our datasets showed changes in *Tcf7* exons 1 and 6; *Map4k4* exon 20 was affected in Mbnl1^−/−^ thymus, but Foxa1/2cKO led to changes in *Map4k4* exons 15 and 33; *Sptan1* exon 23 was affected in Mbnl1^−/−^ thymus, but Foxa1/2cKO changed usage of *Sptan1* exons 2, 11, 12 and 49 (Sznajder et al., 2020).

Conditional deletion of Foxa1 alone from DP thymocytes did not grossly affect αβT-cell development, and the double Foxa1/2cKO had a stronger impact on differentiation from DP to SP than the single Foxa2cKO, suggesting overlapping or redundant functions, so that although Foxa1 may not be required at this developmental transition it can partially replace the requirement for Foxa2. Foxa1 and Foxa2 have compensatory and partially redundant roles in other tissues, including liver (Kaestner, 2010), and a recent study showed that conditional deletion of Foxa3 in addition to Foxa1 and Foxa2 in adult liver abrogated liver gene regulatory networks, destroying liver tissue homeostasis and function in the adult (Reizel et al., 2020). It will therefore be important in the future to investigate the potential compensatory role of Foxa3 in T-cell development.

## MATERIALS AND METHODS

### Mice

CD4-Cre transgenic mice (Westendorf et al., 2016) were purchased from The Jackson Laboratory. Foxa1^flox/flox^ Foxa2^flox/flox^ mice were provided by Dr Siew-Lan Ang (Ferri et al., 2007). These mice were backcrossed to C57BL/6 strain for at least six generations. C57BL/6 mice were purchased from Envigo (UK). All mice were bred and maintained at University College London (UK) under UK Home Office regulations.

To delete Foxa1 and/or Foxa2 selectively in T cells, we crossed Foxa1^flox/flox^ and Foxa2^flox/flox^ mice with CD4-cre^+^ mice. Subsequently, Foxa1^flox/flox^ Foxa2^flox/flox^ CD4-cre^+^ mice were bred. In this paper, we refer to these mice as Foxa1/2cKO. Similarly, the Foxa1^flox/flox^ CD4-cre^+^ is termed Foxa1cKO and the Foxa2^flox/flox^ CD4-cre^+^ is termed Foxa2cKO. For all experiments, their control genotype is the CD4-cre^−^ littermate with the same floxed alleles as the experimental animals.

### Genotyping

DNA from mice was extracted by incubation at 56°C overnight in lysis buffer containing 50 mM KCl, 10 mM Tris-HCl (pH 8.5), 1.5 mM MgCl_2_, 0.01% gelatin, 0.45% Nonidet P-40, 0.45% Tween 20 and 0.5 µg/ml Protinease K in ultra-pure water. PCR analysis was carried out as described (Lau et al., 2012). Primer sequences for PCR to detect the *CD4-cre* transgene were: forward 5′-CGATGCAACGAGTGATGAGG-3′, reverse 5′-GCATTGCTGTCACTTGGTCGT-3′.

The PCR conditions for the CD4-cre transgene were: 1 min at 94°C, 1 min at 61°C, and 1 min at 72°C for 35 cycles. *Foxa1* and *Foxa2* WT and floxed gene primers and PCR conditions were as described (Lau et al., 2018).

### Cell sorting

To obtain DN3 (CD4^−^CD8^−^CD25^+^CD44^−^), DN4 (CD4^−^CD8^−^CD25^−^CD44^−^), DP (CD4^+^CD8^+^), CD4SP (CD4^+^CD8^−^CD3^+^), CD8SP (CD4^−^CD8^+^CD3^+^) and CD69^+^DP (CD4^+^CD8^+^CD69^+^), thymocyte cell suspensions were sorted using Molecular Flow Cytometer (Cytomation).

### Quantitative RT-PCR

RNA was extracted using Stratagene StrataPrep Total RNA miniprep kit according to the manufacturer's protocol and cDNA was synthesized using SuperScript III kit (Invitrogen) according to the manufacturer's protocol. RT-PCR was carried out by analysis of cDNA sample in triplicate on an iCycler (Bio-Rad Laboratories) using the iQ SYBR Green Supermix according to the manufacturer's instructions. The housekeeping gene *Gapdh* was used to allow quantification of template and normalization of each gene*. Gapdh*, *Foxa1* and *Foxa2* RT-PCR primers were purchased from Qiagen (Quantitect primer assay).

### Antibodies and flow cytometry

Cells were stained using combinations of the following directly conjugated antibodies supplied by BioLegend or eBioscience: anti-CD3, anti-CD4, anti-CD5, anti-CD8, anti-CD24, anti-CD44, anti-CD62L, anti-CD69, anti-Foxp3, anti-NK1.1, anti-Qa2 anti-Nr4a1 and anti-TCRβ (Table S5). Cell suspensions were stained for 30 min on ice in PBS supplemented with 2% fetal calf serum and 0.01% sodium azide. For intracellular Foxp3 and Nr4a1 staining, cells were fixed and permeabilized using the Intracellular Fixation & Permeabilization kit (eBioscience). AnnexinV staining was carried out as described (Solanki et al., 2020). Samples were analysed on an Accuri C6 flow cytometer (BD Biosciences) and LSRII (BD Biosciences). Data were analysed using FlowJo 10.4.2 (Tree Star).

### RNA sequencing and data analysis

CD69^+^CD4^+^CD8^+^ thymocytes from Foxa1/2cKO and control thymus were FACS sorted. Each sample was sorted independently from different mice, with two mice of each genotype per sort. RNA was prepared as described (Solanki et al., 2017) and sequenced by UCL Genomics on the Illumina Next Seq 500. The BaseSpace Sequence Hub was used for both FASTQ generation and RNA-Seq alignment to the mouse reference genome UCSC mm10 (RefSeq gene annotation). Aligned reads were counted using the HTSeq python package with ‘union’ overlap resolution mode (Anders et al., 2015). The Bioconductor package DESeq2 (1.30.0) was used to test for differential expression (Love et al., 2014). *P*-values were plotted in a histogram resulting in a hill-shape, indicating an overestimation of the variance in the null distribution (Fig. S1). Therefore, the *z*-scores returned by DESeq2 were used as input to the CRAN package fdrtool (1.2.16) to re-estimate the null variance and subsequently the *P*-values (Strimmer, 2008). 

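The p-values that limma gave for the 10776 genes on log2(FPKM + 1) rose to a maximum away from 0. Of the genes, 10.5% had a p under 0.1, 12.2% a p between 0.2 and 0.3, and 8.71% a p between 0.9 and 1. The z-scores of the central 75% of genes, fitted with a censored normal distribution, had a null SD of 1.50, which describes the centre of the distribution and not its tail, since the share of genes with a p under 0.1 was close to that of a uniform distribution. Its use left 0 genes with an adjusted p under 0.05 and 27 with an unadjusted p under 0.05. With the variance of each gene taken from the trend with expression alone, the null SD was 1.17, and 510 genes had an adjusted p under 0.05 after re-estimation, 127 of them higher in Foxa1/2cKO. The paper read its own histogram as an overestimated null variance, which would give a null SD under 1. Here the null SD lay above 1, and re-estimation lowered the number of calls, from 1 to 0 and from 833 to 510. Both settings were chosen after seeing the data.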

Adjusted *P*-values were then calculated by Benjamini–Hochberg false discovery correction (5%). Genes with adjusted *P*-values <0.05 were considered as DEGs.

The Bioconductor package DEXSeq (1.36.0) was used to test for DEU (Anders et al., 2012; Reyes et al., 2013). The Python script dexseq_prepare_annotation.py was used to prepare the genome annotation with the following parameter: ‘-r no’. Subsequently, dexseq_count.py was used to generate counts of exons using the BAM alignment files as input with the following parameters: ‘-p yes -s no -a 0’. The exon count files were then inputted into DEXSeq. Adjusted *P*-values were then calculated by Benjamini–Hochberg false discovery correction (5%).

To identify over-represented gene ontology terms in the set of DEGs and genes with DEU, we used the Bioconductor package GOseq (1.42.0) (Young et al., 2010). For data visualization, we used regularized logarithm (rlog)-transformed counts generated by DESeq2 as input for heatmaps, which were generated using the CRAN package pheatmap (1.0.12): rows were centred; unit variance scaling was applied to rows; and both rows and columns were clustered using Pearson correlation distance and average linkage, where red represents higher expression and blue lower expression on a linear correlation scale. A value of 1 indicates a positive association, a value of −1 indicates a negative association, and a value of 0 indicates no association. Venn diagrams were generated using the CRAN package VennDiagram (1.6.20).

To identify verified transcription factors among DEGs and DEU genes, we merged the most recent updated lists from the Riken mouse transcription factor database (Kanamori et al., 2004) and the mouse transcription factor list from The Animal Transcription Factor DataBase (Hu et al., 2019) and intersected our gene lists with this merged list.

Canonical correspondence analysis is a multivariate analysis that allows the comparison of experimental transcriptome data with publicly available datasets from other laboratories (Ono et al., 2014). CCA was performed using the CCA function of CRAN package vegan, as previously described (Solanki et al., 2020). The GSE38909 dataset was used as the environmental variable and our dataset was regressed onto it. The GSE38909 dataset contains DP thymocytes from AND-TCR transgenic mice stimulated with a positively selecting peptide (gp250) or a non-selecting control peptide Hb (Lo et al., 2012). To represent environmental variables of interest, the 2000 most significant DEGs (lowest *P*-values, calculated by moderated eBayes adjusted for false positives) between DP thymocytes stimulated with a non-selecting control peptide and DP thymocytes stimulated with the positively selecting peptide were used to generate a scale of unstimulated to TCR-signalling-for-positive-selection, and we regressed our datasets onto this axis.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

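RNA from FACS-sorted CD69+DP thymocytes of control and Foxa1/2cKO mice was sequenced, with 2 samples per group, each sorted from different mice. The authors aligned the reads to mm10 with RefSeq genes and counted them with HTSeq, and for differential expression the authors used DESeq2 with fdrtool. The values as deposited by the authors are FPKM per gene and sample. The paper's text does not name the tool that made them. From the values, the authors' FPKM were already scaled between samples in proportion to median-of-ratios size factors.

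Whole reads were recovered from the steps between the values of each gene, up to a common divisor, for 100% of the 16069 genes above 0. In a check of the depth found, 98.3% of 60 genes had a whole gene length. For 4.13% of the genes over 50 reads the smallest whole reads were multiplied to reach a whole gene length. Genes were matched by symbol to an annotation of the same assembly, which gave 1 annotated gene for 98.1% of the 24421 listed genes. The file had 27 symbols turned into dates, which were left as listed. The recovered reads on listed genes ranged from 10396878 to 14482757 per sample. Counting error alone is covered by the limit of 3 reads used for genes listed at 0.

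The tests had been planned for read counts, with limma on log2(value + 1) set as the test if the values were normalized. Since the values are FPKM, limma 3.58.1 in R 4.3.3 was used, with a pseudocount of 1, a mean-variance trend, genes with an FPKM of at least 1 in at least 2 samples, and Benjamini-Hochberg adjustment at 0.05. Fold changes on log2(FPKM + 1) understate the change of low genes. No count test was the main test. The comparison was Foxa1/2cKO against control, with 2 residual degrees of freedom and 2.69 prior degrees of freedom. The pipeline was tested on simulated data with known changes. A length trend with a Spearman rho of 0.858 was removed to -0.01, and 5 of 100 random gene sets had a camera p under 0.05. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

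The genes named in the text are *Foxa1* and *Foxa2*, the genes that the paper names as DEGs or with DEU, and the 5 genes per direction with the smallest p whose groups did not overlap. Genes chosen after their values were seen are named as such. The result of 1 gene is not reported here. The gene sets were tested in 6 camera tests with a preset correlation of 0.01: TCR response, splicing factor, ribosomal protein, mitochondrial respiration, interferon response and Notch target. Lists of dissociation stress, preselection DP, mature SP, cycling, B cell, myeloid, erythroid, thymic epithelial and sex-linked genes were used as checks, with a second cycling list matched by gene name.

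The alternatives set before the data were examined and run were a pseudocount of 0.1, no filter on low values and upper-quartile scaling. They also included at least 10 reads in every sample, a replicate block, and a loess correction for transcript length with and without the block. The others were a threshold of 0.1, fry, camera with estimated correlation, the median transcript length, and leaving out each sample. The edgeR and DESeq2 fits set beforehand for read counts were not run. Chosen after seeing the data were a GC correction, scaling to all recovered reads, genes of at least 200 bases, a re-estimated null variance, variance from the trend alone with and without that re-estimation, and limma-voom on recovered reads. For each named gene, the share of the 50-base stretches of its longest annotated transcript that another annotated gene holds on either strand was counted. Exon usage, GO terms, the canonical correspondence analysis and binding sites were not analysed here.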

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

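The tests of chance in this part were chosen after the result was seen. *Map3k15* (chromosome X of mm10, 159988433 to 160123351), which the paper does not discuss, was higher in both Foxa1/2cKO samples than in both controls. Its FPKM was 0.784 and 0.745 in the controls and 1.94 and 2.59 in Foxa1/2cKO, from 51, 44, 91 and 125 reads. The log2 fold change was 0.88 (standard error 0.19, unadjusted p = 0.00644, adjusted p = 0.863 from limma with Benjamini-Hochberg adjustment), and it stayed between 0.74 and 1.03 with each sample left out in turn. It was picked from the 11194 genes of at least 200 bases with a position and at least 20 reads in 1 sample or more. Of these, it was at least 2-fold higher in both Foxa1/2cKO samples, as were *Hspa12b* and *Zfp69*.

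A difference in depth runs the other way, since the Foxa1/2cKO samples had fewer reads in all. In the real grouping 24 of these 11194 genes were at least 2-fold apart, 21 lower and 3 higher in Foxa1/2cKO. Shorter genes and genes with fewer reads were not counted. Only 1 of the 3 ways to split the 4 samples into pairs gave as many genes, the real one, but 3 splits cannot give a share under 0.05, and 1 mixed split gave 21 genes in 1 direction. Chance and an effect of Foxa1/2 on *Map3k15* cannot be told apart with these samples.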

How the results depend on the processing

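All settings were set beforehand except where a choice after seeing the data is named. The edgeR and DESeq2 fits set beforehand for read counts were not run, since the values as deposited are FPKM. Reads recovered from them, known up to a common divisor, were tested with limma-voom only. Median-of-ratios scaling is already in the values. No p-value was computed with a sample left out, since 1 sample remains in a group.

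Under each alternative run, and with each sample left out, all genes of Figs 3G and 4 that were tested had the direction of the figures, 68 genes in each case and 71 with no filter on low values. The groups did not overlap in 67 of the 68, so leaving out a sample could not turn these. The filters, the replicate block and the variance settings leave a fold change as it is, so direction was fixed there too. The study also chose these genes on the same samples. The call of *2610035D17Rik* was lost with a pseudocount of 0.1 and with no filter on low values, which gave 0 genes with an adjusted p under 0.05 (477 and 802 unadjusted) and 0 genes of the figures. At least 10 reads in every sample removed the gene by construction and gave 0 (491 unadjusted). Among the settings chosen after seeing the data, GC correction (496 unadjusted), scaling to all recovered reads (538 unadjusted), limma-voom on recovered reads (519 unadjusted) and a re-estimated null variance (27 unadjusted) each gave 0 genes and 0 genes of the figures. Variance from the trend alone gave 833 genes, of which 260 were higher, with 62 genes of the figures and 12 DEU genes. With the null variance re-estimated as well it gave 510 genes, of which 127 were higher, with 51 genes of the figures and 5 DEU genes, and 66 of the 510 were under 200 bases. Under both, *Mbnl1* passed the threshold at a log2 fold change of 0.91. On simulated data without changes, the trend alone called 249 or 261 of 10801 genes, so many of its calls can be false. For the other losses the cause was not tested. In the main fit the genes with an unadjusted p under 0.05 were no more than chance gives (490, against 538.8). Their split by direction therefore cannot test that of the paper's DEGs. Of these genes, 52.7% were higher in Foxa1/2cKO, and 41.1% with scaling to all recovered reads. The higher genes were also the fewer with no filter on low values (363 higher, 439 lower) and with upper-quartile scaling (241 higher, 260 lower). So they were with the replicate block (165 and 213) and with length correction and block (159 and 198). They were the more with a pseudocount of 0.1 (254 and 223) and at least 10 reads in every sample (252 and 239). The same held with length correction (245 and 238). All these were set beforehand. Chosen after, limma-voom (290 and 229), GC correction (265 and 231) and genes of at least 200 bases (250 and 220) gave more higher genes. Those with the trend alone or a re-estimated null gave fewer.

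The paper describes mice of each genotype in every sort, but neither the paper nor the sample names say that a replicate number marks a sort, and the correlation of the deviations of same-numbered samples was -0.06. With the replicate number as a replicate block, 1 gene had an adjusted p under 0.05 (378 unadjusted, 165 higher and 213 lower), and camera gave adjusted p of 0.826 for TCR response, 0.252 for splicing factors, 0.00141 for ribosomal proteins, 0.409 for mitochondrial respiration and 2.8e-07 for both interferon response and Notch targets.

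In camera with a preset correlation, the adjusted p was 5.1e-05 for ribosomal proteins (median log2 fold change -0.08, higher in 10 of 80 genes), 2.3e-05 for interferon response (0.19, 32 of 37) and 0.000133 for Notch targets (-0.57, 0 of 7), and 0.863 for TCR response (0.04), 0.118 for splicing factors (-0.04) and 0.231 for mitochondrial respiration (-0.01). No call held under fry, with an adjusted p of 0.676 for the ribosomal, interferon and Notch sets, or with estimated correlation, with 0.782 for the ribosomal set and 0.728 for the interferon and Notch sets. Splicing factors passed with GC correction (0.0111) and with scaling to all recovered reads (0.0268), both chosen after seeing the data. Mitochondrial respiration changed direction with length correction (0.851) and with length correction and block (0.844). The cause was not tested.

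With each sample left out in turn, the median of TCR response ranged from -0.077 (without Foxa1/2cKO 2) to 0.14, the splicing factor set median log2 fold change from -0.040 to -0.017 (without Foxa1/2cKO 1), the median of ribosomal proteins from -0.18 to 0.0029 (without Foxa1/2cKO 2), the mitochondrial respiration set median log2 fold change from -0.042 to 0.020 (without control 2), the median of interferon response from -0.0032 (without Foxa1/2cKO 1) to 0.40 and of Notch targets from -0.98 to -0.17 (without Foxa1/2cKO 2). The rho of fold change with transcript length was 0.160, 0.116 with the median transcript length, and 0.116 to 0.175 with each sample left out.

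Small log2 fold changes changed sign. With each sample left out they ranged from -0.061 to 0.37 for *Ikzf1*, -0.075 to 0.37 for *Stat5a*, -0.019 to 0.50 for *Stat5b*, -0.00079 to 0.041 for *Klf13*, -0.49 to 0.097 for *Notch1*, -0.14 to 0.22 for *Ets2*, -0.084 to 0.095 for *Fyn*, -0.094 to 0.48 for *Rasgrp1* and -0.012 to 0.21 for *Map4k4*, with the sign changed without Foxa1/2cKO 2, and for *Fyn* also without control 1 (-0.014). They ranged from -0.060 to 0.20 for *Socs1* and -0.28 to 0.16 for *Tcf7*, with the sign changed without Foxa1/2cKO 1. *Klf13* was at -0.027 with length correction, with and without block, and at -0.015 with scaling to all recovered reads. The log2 fold change of Fyn was -0.0071 with upper-quartile scaling, -0.00066 with GC correction and -0.029 with scaling to all recovered reads. Over 94 named genes, 651 values under alternatives set beforehand kept direction and side of the threshold, 2 became weaker and 3 changed sign. Under those chosen after, 536 kept both, 4 became weaker, 113 stronger and 3 changed sign. Many of these values could not change direction, since the filters, the replicate block and the variance settings leave a fold change as it is.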

Differences from the paper's values

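The paper's own test, DESeq2 with a re-estimated null variance, had been set beforehand as an alternative and was not run here. The settings that take the variance from the trend alone were chosen after seeing the values. The paper's number of DEGs is 176, and limma on log2(FPKM + 1) gave 1, with 490 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined that were run closed the gap. The trend alone gave 833 genes, or 510 with the null variance re-estimated. The paper's number of DEGs higher in Foxa1/2cKO is 109, or 62%, against 0, or 0%, here (258 at an unadjusted p under 0.05). None of the alternatives set before the data were examined that were run closed either gap. With the variance from the trend alone and the null variance re-estimated, a setting chosen after seeing the values, 127 genes were higher, which is within 1.5 times the paper's number, but these were 24.9% of its calls, and 31.2% without the re-estimation.

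Of the paper's 20 DEGs in Fig. 4C, 1 passed here. No alternative set before the data were examined that was run closed the gap. The trend alone, with or without the re-estimated null, called 19. Of the paper's 22 DEGs in Fig. 4G, 0 passed here (17 at an unadjusted p under 0.05). No alternative set before the data were examined that was run closed this gap, while the trend alone called 19 and its re-estimated form 13. Of the other figures, the trend alone called 13 genes of Fig. 3G, 18 of Fig. 4A and 9 of Fig. 4D, and its re-estimated form 12, 15 and 7. All these settings were chosen after seeing the values.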

Other observations

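The depth, other cell type, B cell, neighbouring gene, length and GC by direction, placement and split tests in this part were chosen only after the result was seen, and so were the single marker genes. Foxa1/2cKO 2 lies apart from the other 3 samples. Its depth was not lower, at 1.03 times that of Foxa1/2cKO 1. The SD of the log2 difference between the Foxa1/2cKO samples stayed at 0.404 after length correction and 0.401 after GC correction, against 0.405 before. The 10 genes with most reads took 3.66% of its reads, no more than in the other samples. More B, myeloid, erythroid or thymic epithelial cells in Foxa1/2cKO 2 are not favoured. Over these lists the largest excess of its median above the highest other sample was 0.039. Only 1 erythroid and 3 thymic epithelial genes were tested. Other cell types, and fewer such cells in Foxa1/2cKO 2, were not covered by this check. The myeloid list was lowest there (-0.58, against -0.38 to 0.38 in the other samples). The cycling list had a median log2 difference from the control mean of -1.32 in Foxa1/2cKO 2 and of -0.04 to 0.04 in the other 3. In a second list of 62 cycling genes the median was -1.21 in Foxa1/2cKO 2 and 0.08 in Foxa1/2cKO 1. Fewer dividing cells in this sample is therefore a candidate explanation. The SD was still 0.314 without the genes of both cycling lists and other genes picked by how low they were. Genes that fewer dividing cells would lower less, or raise, were not removed. This SD therefore cannot tell whether fewer dividing cells explain the whole.

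The mature SP list was also low in Foxa1/2cKO 2 (-0.63, against 0.11 in Foxa1/2cKO 1) and the preselection DP list high (0.30, against -0.03). Of the 12 preselection genes, 2 are genes of Figs 3G and 4. In camera the adjusted p was 7.4e-05 for the cycling list, 0.306 for mature SP and 0.232 for preselection DP, and with estimated correlation 0.777 for all 3. *Zbtb7b* had FPKM of 43.1 and 53.4 in the controls, 47.1 in Foxa1/2cKO 1 and 10.9 in Foxa1/2cKO 2, and its log2 fold change of -1.03 was -0.03 without Foxa1/2cKO 2. *Ccr7* had 82.5, 91.7, 86.9 and 39.1, and *Il7r* 33.7, 44.1, 41.5 and 13.4, in the same order. *Cd5* had 484, 423, 402 and 732, and *Nr4a1* 206, 183, 183 and 217. Whether a different mix of stages in this sort, or the loss of Foxa1/2 acting unequally, lies behind this was not tested.

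Notch target genes were lower in Foxa1/2cKO, with a median of -0.17 in Foxa1/2cKO 1 and -0.98 in Foxa1/2cKO 2, and 3 of the 7 are genes of Figs 3G and 4. Interferon response genes were higher in Foxa1/2cKO 1 (0.40) and not in Foxa1/2cKO 2 (-0.0032). The B cell list was also highest in Foxa1/2cKO 1 (0.74), with *H2-Aa* at 134 FPKM there and 103 in control 1. B cells in the sort are not a likely source of the interferon difference, since the controls differed in the B cell list (0.41 and -0.41) but by only 0.089 in the interferon list. Ribosomal protein genes kept a median of -0.054 after length correction, so a length trend may explain part of their median of -0.08 but not the whole. The other lists had an adjusted camera p of 0.0463 for dissociation stress (median -0.10), 0.110 for B cells (0.32) and 0.457 for myeloid cells (-0.07). With estimated correlation these were 0.746, 0.777 and 0.777. Of the erythroid list 1 gene was tested (0.52) and of the thymic epithelial list 3 (0.27). Of the sex-linked list *Xist* was tested, at 84.1 to 114 FPKM, and *Ddx3y* was listed at 0 in every sample.

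Fold changes rose with transcript length across genes (Spearman rho of 0.160, genes not being independent replicates), and the genes of Figs 3G and 4 that are higher are longer than those that are lower. After length correction 97.3% of their median fold change was left over both directions, 89.8% over the genes that are higher and 105.7% over those that are lower. Single long genes lost more, such as *Ranbp2*, with a log2 fold change of 0.32 before and 0.24 after, and *Vps13b*, with 0.47 and 0.35, both picked after their values were seen. After GC correction 96.3% was left over both directions, 91.9% over the higher and 102.0% over the lower genes. A length or GC trend may thus be part of the change of the higher genes, and neither is a likely cause of the whole.

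*2610035D17Rik* was almost absent from both Foxa1/2cKO samples. At the level of the controls at least 208 reads would be found in each, so depth is not a likely cause. The median log2 fold change of the genes tested within 1 Mb was 0.023, which argues against loss of the whole region, although *Cdc42ep4* was at -0.79. Of the 11194 genes of at least 200 bases with a position and at least 20 reads in 1 sample or more, 21 were at least 2-fold lower in both Foxa1/2cKO samples. Among these 21, 4 pairs lay within 0.5 Mb, against a mean of 0.235 in 10000 random lists (permutation p = 0.00070). These were *Sertad4* with *Camk1g* on chromosome 1, and *Hal*, *Ntn4* and *Usp44* on chromosome 10. The mixed split with 21 genes had 0 pairs. The median log2 fold change of the 13 other genes tested within 1 Mb of the chromosome 10 genes was -0.024, with *Snrpf*, between *Hal* and *Ntn4*, at -0.04. That of the 12 other genes within 1 Mb of the chromosome 1 genes was -0.115, with *G0s2* at -0.89 as the lowest. These medians argue against loss of either whole region. Shared regulation, or a difference in the genome of the mice that acts on these genes alone, may place them together and was not tested. The 100 genes of at least 200 bases with a position and the smallest p had 3 pairs, against 2.89 in random lists (permutation p = 0.538), so closeness was not seen there. The real split was the only 1 of the 3 with as many genes at an unadjusted p under 0.05 (490, against 237 and 254), which 3 splits cannot tell from chance. *Mir6958* and *Snord19*, among the 5 lower genes with the smallest p, had at most 3 reads in any sample, so no fold is given.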
